# Potential Regulatory Role of MicroRNAs in the Development of Bovine Gastrointestinal Tract during Early Life

**DOI:** 10.1371/journal.pone.0092592

**Published:** 2014-03-28

**Authors:** Guanxiang Liang, Nilusha Malmuthuge, Thomas B. McFadden, Hua Bao, Philip J. Griebel, Paul Stothard, Le Luo Guan

## Abstract

This study aimed to investigate the potential regulatory role of miRNAs in the development of gastrointestinal tract (GIT) during the early life of dairy calves. Rumen and small intestinal (mid-jejunum and ileum) tissue samples were collected from newborn (30 min after birth; n = 3), 7-day-old (n = 6), 21-day-old (n = 6), and 42-day-old (n = 6) dairy calves. The miRNA profiling was performed using Illumina RNA-sequencing and the temporal and regional differentially expressed miRNAs were further validated using qRT-PCR. Analysis of 16S rRNA gene copy numbers was used to quantify total bacteria, *Bifidobacterium* and *Lactobacillus* species. The expression of miR-143 was abundant in all three gut regions, at all time points and it targets genes involved primarily in the proliferation of connective tissue cells and muscle cells, suggesting a role in regulating rapid tissue development during the early life of calves. The expression of miR-146, miR-191, miR-33, miR-7, miR-99/100, miR-486, miR-145, miR-196 and miR-211 displayed significant temporal differences (FDR <0.05), while miR-192/215, miR-194, miR-196, miR-205 and miR-31 revealed significant regional differences (FDR <0.05). The expression levels of miR-15/16, miR-29 and miR-196 were positively correlated with the copy numbers of 16S rRNA gene of *Bifidobacterium* or *Lactobacillus* species or both (*P*<0.05). Functional analysis using Ingenuity Pathway Analysis identified the above mentioned differentially expressed miRNAs as potential regulators of gut tissue cell proliferation and differentiation. The bacterial density-associated miRNAs were identified as modulators of the development of lymphoid tissues (miR-196), maturation of dendritic cells (miR-29) and development of immune cells (miR-15/16). The present study revealed temporal and regional changes in miRNA expression and a correlation between miRNA expression and microbial population in the GIT during the early life, which provides further evidence for another mechanism by which host-microbial interactions play a role in regulating gut development.

## Introduction

The gastrointestinal tract (GIT) of mammals undergoes microbial colonization immediately after birth [1] and thereafter is continuously exposed to commensal microbiota, pathogens, and dietary antigens. There is increasing evidence that the gut microbiota plays a vital role in regulating host immune functions [2]. The host mucosal immune system prevents bacterial invasion and shapes the gut microbiota, while the gut microbiota influences immune system development [2]. Recent studies using mouse models reveal the molecular basis for the complex and dynamic interactions between commensal bacteria and the mucosal immune system [3], [4]. Toll-like receptors (TLRs) signaling pathway is one of the innate immune responses that recognizes microbial-associated molecular patterns (MAMPs) and activates downstream intracellular signals [5]. It also maintains host-microbial homeostasis by modulating proliferation of epithelial cells and/or secretion of antimicrobial proteins [6], [7]. Moreover, gut microbial colonization also has profound effects on the differentiation of T cells. For example, bacterial colonization of germ-free mice enhanced the differentiation of T helper 17 cells (Th17) and regulatory T cells (Tregs) [8], [9]. However, the molecular mechanisms involved in regulating these interactions remain largely undefined.

MicroRNAs (miRNAs) are small (∼22 nucleotides) endogenous RNAs that regulate gene expression by targeting the 3′ untranslated region (3′UTR) [10] and/or coding region [11] of mRNAs. They have been reported to be involved in the regulation of many biological processes including embryo development, cell differentiation, apoptosis and metabolism [12]. The expression of miRNAs is ubiquitous among mammalian cells; however, their expression patterns and regulatory roles can be tissue and/or species specific [13]–[15]. miRNAs regulate genes as part of the complex regulatory networks in the immune system, by playing pivotal roles in the regulation of both immune cell development and effector functions [16]. For example, miR-196 induces the cleavage of *homeobox* mRNA in hematopoietic stem cells (HSCs) and modulates HSC homeostasis [17], [18]. Besides, they regulate gut homeostasis and mucosal immunity. MiR-375 regulates T cell subset amplification in the murine colon [19]. The expression of miR-155, miR-146 and miR-21 can be induced by TLR activation and target the 3′UTR of mRNAs encoding TLR signalling pathway molecules, such as IL-1R-associated kinase 1 and TNFR-associated factor 6 [20]. In addition, recent studies reported that miRNAs may be involved in host-microbial interactions. The up-regulation of miR-27b through TLR4/NF-κB signalling following a gut protozoan infection was observed and it suppressed expression of KH-type splicing regulatory protein that is vital for antimicrobial activity [21]. MiR-665, reported to be up-regulated during microbial colonization of germ-free mice, regulates mRNA of ATP-binding cassette, sub-family c, member 3, a protein that mediates the metabolism of xenobiotics and endogenous toxins in intestine [22]. However, the roles of miRNA in host-microbial interactions during early life have not been reported. We hypothesized that miRNAs coordinate immune system development of the host in response to microbial colonization in the GIT during early life of calves.

This study therefore, 1) analyzed temporal and regional miRNA profiles throughout the GIT during the first 6 weeks after birth; 2) explored the potential roles of miRNAs in mucosal immune system development by identifying predicted target genes, and lastly; 3) investigated whether miRNAs expression patterns are temporally and regionally associated with changes in the GIT microbial population in the dairy calves.

## Materials and Methods

### Animal Study and Sample collection

Small intestine (mid-jejunum and ileum) and rumen samples were collected from newborn (D0, n = 3), 7-day-old (D7; n = 6), 21-day-old (D21; n = 6) and 42-day-old (D42; n = 6) male Holstein calves at Dairy Research and Technology Center (DRTC), University of Alberta. All experimental protocols were reviewed and approved by the Livestock Animal Care committee of the University of Alberta (protocol no. LS150) and all procedures were conducted following the guidelines of Canadian Council on Animal Care. D0 samples were collected from newborn animals, within 30 min after delivery without feeding colostrum. The D7 calves were fed with only whole milk (4 l/day), while D21 and D42 calves received whole milk with *ad libitum* access to calf starter (23% CP and 4% ether extract (EE) as the guaranteed minimum, 19.5% NDF, 27.1% starch - Wetaskiwin Co-Op Country Junction, Wetaskiwin, AB, Canada). All calves were euthanized using captive bolt gun, and samples were collected within 30 min after euthanization. Ileum was defined as 30 cm proximal to ileo-cecal junction and 10 cm in the middle of the 30 cm segment was collected. Mid-jejunum was defined as 1 m distal to the pyloric sphincter and 10 cm in the middle of the 1 m segment was collected. Rumen tissue samples were collected from the lateral wall (∼10 cm^2^). Tissue and digesta samples were collected from the same site separately after euthanization, snap-frozen in liquid nitrogen and stored in −80°C. Due to very limited volume of the contents in D0 samples, tissue and content were processed together.

### Nucleic acid isolation

Tissue samples were ground into fine powder while immersed in liquid nitrogen prior to nucleic acid extraction. Total RNA was extracted from 80 mg of tissue using mirVana miRNA Isolation Kit (Ambion, Carlsbad, CA) following the manufacturer's instructions. The quality and quantity of the RNA were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA), respectively. RNA samples with integrity number (RIN) higher than 7.0 were used for further analysis.

Total DNA was extracted from tissue samples (∼100 mg) using the bead beating method as described by Li et al [23]. Briefly, samples were subjected to physical disruption in a BioSpec Mini Beads beater 8 (BioSpec, Bartlesville, OK) at 5000 rpm for 3 min, followed by phenol:chloroform:isoamyl alcohol (25∶24∶1) extraction. DNA was then precipitated with cold ethanol and dissolved in nuclease free molecular grade water. The quantity and quality of DNA was measured using ND1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE).

### MiRNA library construction and sequencing

Total RNA (1.0 μg each) from each sample was used to construct miRNA library with an unique index using the TruSeq Small RNA Sample Preparation kit (Illumina, San Diego, CA) according to the manufacturer's instruction. PCR amplification was performed for 11 cycles and libraries with unique indices were purified individually using gel purification. Quantitative real time PCR (qPCR) was performed for library quantification using the StepOnePlus Real-Time PCR System (Applied Biosystems, Carlsbad, CA) and KAPA SYBR Fast ABI Prism qPCR kit (Kapa Biosystems, Woburn, MA). The diluted libraries were loaded on cBot (Illumina) for cluster generation using the TruSeq SR Cluster kit v3 (Illumina). Sequencing was performed on the HiScan SQ system (Illumina) using the TruSeq SBS kit v3 (50 cycles, Illumina). Real-time analysis and base calling was performed using the HiSeq Control Software Version 1.4.8 (Illumina).

### Sequencing data analysis

Low-quality reads were removed from raw data using CASAVA 1.8 based on chastity, and the sequences with good quality were then subjected to 3′ adaptor sequence trimming. Then, the sequences of sizes ranging from 18 to 30 nt were mapped to the ncRNA sequences (Rfam) to remove non-miRNA sequences such as tRNA, snoRNA, rRNA, and other non-coding RNAs. The known and novel miRNAs were identified using miRDeep2 [24] based on a probabilistic model of miRNA biogenesis [25]. For the known miRNAs, the filtered sequences were aligned against the corresponding known miRNA precursor sequences (miRBase release version 19) by using the module of quantifier.pl in miRDeep2 with the default parameters to identify known miRNAs. The known miRNAs with total number of reads above 20 were defined as expressed known miRNAs. Novel miRNAs were detected using miRDeep2, with the miRDeep2 score cutoff of 5 and more than 20 mapped reads from all libraries. Each library was processed separately, and the results of each novel miRNA candidate were combined together according to genomic location. The novel miRNAs from different locations within the bovine genome that contain same sequence were reported as single novel miRNA candidate.

The conservation of known miRNAs was analyzed based on the TargetScan definitions for “highly conserved”, “conserved”, and “poorly conserved” [26]. A highly conserved miRNA means that it is conserved across most vertebrates; a conserved miRNA is conserved across most mammals, but usually not beyond placental mammals; a poorly conserved miRNA is not present in above two groups. In this study, bovine specific miRNAs were defined by using two conditions: (1) miRNAs belong to poorly conserved group; (2) miRNAs with seed region sequences only reported in cattle.

Temporal and regional effects on the miRNA expression were investigated by characterizing differentially expressed (DE) miRNAs using bioinformatics tool edgeR [27], which utilizes a negative binomial distribution to model sequencing data. The expression of miRNAs in each library was normalized to counts per million reads (CPM) by the following method: CPM  =  (miRNA reads number/total reads number per library) ×1,000,000. For each comparison, miRNAs with CPM >5 in at least 50% of the samples were subjected to DE analysis. Fold changes were defined as ratios of arithmetic means of CPM within each comparison group. The significant DE miRNAs were determined by FDR <0.05 based on Benjamini and Hochberg multiple testing correction [28] as well as fold change >1.5.

### Estimation of the total bacterial and two beneficial bacterial populations using qPCR

qPCR was performed using SYBR Green chemistry (Fast SYBR® Green Master Mix; Applied Biosystems) to estimate the tissue-attached total bacterial population using the copy number of 16S rRNA gene. Total bacterial population was estimated using U2 primers (U2F, 5′-ACTCCTACGGGAGGCAG-3′; U2R, 5′-GACTACCAGGGTATCTAATCC-3′) [29] with StepOnePlus Real-Time PCR System (Applied Biosystems). The standard curve was constructed using plasmid DNA containing 16S rRNA gene of *Butyrivibrio hungatei* with a serial dilution of initial concentration of 8.5×10^10^ mol/μl. The populations of *Lactobacillus* (Lac) and *Bifidobacterium* (Bif) spp. were estimated using Lac primers and Bif primers (Lac1: 5′-AGCAGTAGGGAATCTTCCA-3′ and Lac2: 5′-ATTTCACCGCTACACATG-3′ [30]; Bif1: 5′-CGTCAAGCTGCTAGGACGC-3′ and Bif2: 5′-TACACCGGAATAGCTCCTGG-3′) (designed in this study). The standard curves were constructed using serial dilutions of genomic DNA from *Lactobacillus acidophilus* and *Bifidobacterium longum* with serial dilutions of the initial concentration of 5.8×10^8^ and 2.05×10^7^ mol/μl^−1^, respectively. The copy number of 16S rRNA gene per gram sample for each targeted bacterial population was calculated using the method reported in a previous study [31]: (QM × C × DV)/(S × W), where QM was the quantitative mean of the copy number, C was the DNA concentration of each sample (ng μL^−1^), DV was the dilution volume of extracted DNA (μL), S was the DNA amount subjected to analysis (ng), and W was the sample weight subjected to DNA extraction (g).

### Correlation between miRNAs expression and bacterial density

The possible relationships between miRNA expression and microbial colonization in the GIT were explored using Pearson's correlation in R software and COR function. Normalized miRNAs expression (CPM) and log_10_ copy number of 16S RNA genes of total bacteria, *Lactobacillus* and *Bifidobacterium* spp. were used to define the correlations in each gut region under each time point. In the rumen the correlations were done only between total bacterial density and miRNAs expression. The significant correlations were declared at *P*<0.05, r > 0.8 or r < −0.8.

### Experimental validation of miRNA expression using stem-loop qRT-PCR

The expression of regional and temporal DE miRNAs that identified by miRNA-seq was validated by stem-loop qRT-PCR using TAQMAN miRNA assays following the manufacturer's recommendation (Applied Biosystems). Briefly, cDNAs were reverse transcribed from 10 ng of total RNA using 5 X specific miRNA RT primer and then same amount of cDNAs were amplified using a 20 X TAQMAN miRNA assay. Fluorescence signal was detected with StepOnePlus Real-Time PCR System (Applied Biosystems). In this study, U6 snRNA was used as an internal control to calculate the relative expression of selected miRNAs following the formula: ΔCt_target miRNA_  = Ct_target miRNA_–Ct_U6_. Lower ΔCt represent higher miRNA abundance level and higher ΔCt represent lower miRNA abundance level. T-test was used to compare difference between each comparison group (regional DE miRNA: rumen *vs* mid-jejunum, rumen *vs* ileum and mid-jejunum *vs* ileum; temporal DE miRNA: D7 *vs* D0, D21 *vs* D7, D42 *vs* D21). The statistical significances were declared at *P*<0.05 and analyses were performed in R using t.test function.

### MiRNA targets prediction and functional analysis

Target genes for selected miRNAs were predicted by using TargetScan Release 6.0 (http://www.targetscan.org/) [32] and miRanda (http://www.microrna.org/microrna). The target genes that were predicted by both TargetScan (default parameters) and miRanda (Total score> = 145, Total energy< = −10) for each miRNA were further analyzed through IPA (Ingenuity Systems, www.ingenuity.com). The multiple testing corrected *P* value calculated by Benjamini-Hochberg method (FDR) [28] was used to determine the significance of the predicted function in IPAs. A threshold of FDR <0.05 and molecule number >1 were applied to enrich significant biological functions of each miRNA.

### Data Submission

All the sequencing data were deposited in the publicly available NCBI's Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE52193 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52193).

## Results

### Profiling of miRNAs in rumen and small intestine of dairy calves

MiRNA expression was studied by sequencing 63 small RNA libraries prepared from ruminal, mid-jejunal and ileal tissues collected from newborn calves within 30 min after delivery (D0; n = 3), 7-day-old calves fed milk (D7; n = 6), 21-day-old (D21; n = 6) and 42-day-old calves fed with milk supplemented with calf starter. 

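Each library held the miRNAs of a tissue piece from 1 calf, with different calves at each age. Rumen, mid-jejunum and ileum each had 3 libraries at D0 and 6 libraries at D7, D21 and D42. The paper describes that at D0 the tissue was processed together with the gut contents, which was not done at the later ages. The authors trimmed the adaptor, kept reads in the length range of miRNAs, removed reads of other non-coding RNAs and counted the rest on miRBase precursors with miRDeep2. They deposited CPM, the counts scaled to a sum of 1000000 reads per library, for 1010 miRNAs, of which 752 were known and 258 were unannotated miRNAs that the authors identified themselves (named gx here). This sum was reached over the listed miRNAs in every library, so each value is a share of the reads on miRNAs. A rise of 1 abundant miRNA therefore lowers the CPM of all others. Of the 752 known names, 742 matched a gene of the cattle annotation by symbol or synonym, for example MIR192, MIR143, MIR205 and MIR31. All comparisons used the deposited CPM without further scaling, and a scaled alternative is given where it moved a result.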

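The depth of each library was estimated from its CPM values, because the smallest values step by the CPM of 1 read. In each library 77.0% to 90.6% of the low values were whole multiples of that step (median 82.8%), against a median of 1.39% for a step of another size. The remaining values were not whole reads, so read numbers are approximate. 1 read was worth 0.351 to 3.15 CPM (median 0.883), and 3 reads were worth 1.05 to 9.46 CPM. This floor of 3 reads covers counting error only, not the differences between calves. Libraries held 317114 to 2848837 reads on miRNAs, with a median of 1132008, and 6 of the 63 held fewer than 0.5 M reads. The paper's depths, 97000000 in total with a median of 1400000 (600000 to 3800000), count all small RNA reads of high quality. All values given here rest on the reads on miRNAs. In rumen the median was 2270127 reads at D0, 1410386 at D7, 1278203 at D21 and 1210096 at D42. In mid-jejunum it was 2295939, 1683237, 1367675 and 942988 reads at the same ages. In ileum it was 1565400, 624207, 740797 and 745644 reads.

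**Figure D1:**
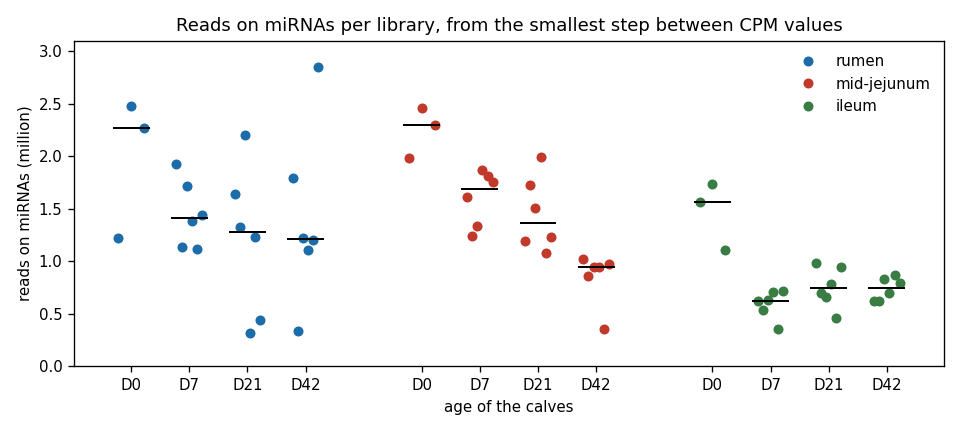
Approximate reads on miRNAs per library (vertical axis, in M reads) at each age in rumen, mid-jejunum and ileum; points are libraries and bars are group medians. Depth ran from 317114 to 2848837 reads and its group median was highest at D0 in each tissue.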

A total of 97 million high-quality small RNA reads were obtained, with a median of 1.4 million reads per library (ranged from 0.6 million to 3.8 million). The majority of sequences were 21nt and 22nt in size and accounted for 62.7% of total reads (Figure S1).

In total, 77 million out of 97 million reads were mapped to the known miRNA database (miRBase release version 19 [33]) and 0.9 million reads were identified as novel miRNAs, resulting in the identification of 383 known miRNAs and 169 putative novel miRNAs from all libraries (Table S1). Furthermore, 359 known and 53 novel miRNAs in rumen, 360 known and 82 novel miRNAs in mid-jejunum, and 338 known and 65 novel miRNAs in ileum (Figure 1A) were identified from all the calves. 

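Multiplied by the estimated depths, the CPM of the 63 libraries amounted to 77.4 M reads on known miRNAs and 0.0634 M reads on unannotated miRNAs. Of the 752 known miRNAs, 178 had a CPM of 0 in every library. With the reads of all libraries pooled, 414 known and 141 unannotated miRNAs had more than 20 reads. Counting every miRNA with at least 1 read gave 570 known miRNAs, and counting those with more than 100 reads gave 328.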

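A miRNA was counted as detected in a region when its pooled reads over the 21 libraries of that region exceeded 20. This gave 359 known and 52 unannotated miRNAs in rumen, 359 and 82 in mid-jejunum, and 337 and 64 in ileum. With at least 1 read, the known miRNAs numbered 518 in rumen, 526 in mid-jejunum and 516 in ileum. With more than 100 reads they numbered 273, 266 and 247. Pooled reads depend on depth, and the ileum libraries had the lowest median depths of the 3 regions at D7, D21 and D42.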

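More than 20 pooled reads in all 3 regions were found for 320 known miRNAs and 34 unannotated miRNAs. Rumen and mid-jejunum shared a further 22 known miRNAs, mid-jejunum and ileum 10, and rumen and ileum 2. Known miRNAs with more than 20 reads in a single region numbered 15 in rumen, 7 in mid-jejunum and 5 in ileum. The count for all 3 regions was 479 with at least 1 read and 237 with more than 100 reads. A miRNA counted in a single region can still have 1 to 20 reads in the others.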

Among all identified miRNAs, 356 known miRNAs were detected in all three GIT regions (Figure 1B). 

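The 10 miRNAs with the most pooled reads held 82.9% of the reads in rumen, 82.1% in mid-jejunum and 79.5% in ileum. The share of each library's own 10 most abundant miRNAs was also taken, which need not be the pooled 10. Its mean over the 21 libraries of a region was 81.9% (SD 4.59) in rumen, 82.4% (SD 2.09) in mid-jejunum and 79.8% (SD 2.56) in ileum. The range of this share was 72.0% to 90.5% in rumen, 79.4% to 87.6% in mid-jejunum and 74.6% to 84.1% in ileum. This share of a library's own 10 exceeded 80% in 14 of 21 rumen libraries, 19 of 21 mid-jejunum libraries and 9 of 21 ileum libraries.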

The top 10 expressed miRNAs represented more than 80% of the total mapped reads in each tissue (Figure 1C & 1D). The predominant miRNAs in the mid-jejunum were miR-192 (33%), -143 (28%), and -215 (7%), and in ileum were miR-143 (30%), -192 (15%), -10a (12%) and -10b (8%). 

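In mid-jejunum miR-192 held 33.0% of the pooled reads (mean of the libraries 31.0%, SD 8.91, range 11.3% to 48.6%, n = 21). MiR-143 held 27.6% (29.2%, SD 8.58, 16.1% to 44.4%) and miR-215 held 7.78% (7.28%, SD 3.31, 0.341% to 12.4%). The next miRNA, miR-27b, held 2.26%. In ileum miR-143 held 29.6% (29.5%, SD 6.15, 13.1% to 40.1%) and miR-192 held 15.2% (14.5%, SD 5.47, 6.07% to 31.1%). MiR-10b held 12.4% (12.0%, SD 3.09, 6.92% to 17.6%), miR-10a 7.36% (7.56%, SD 1.96, 3.90% to 12.1%) and miR-191 3.62%. MiR-10b was above miR-10a in 21 of 21 ileum libraries, in 19 of 21 mid-jejunum libraries and in 3 of 21 rumen libraries. Leaving out D0 moved the mid-jejunum share of miR-192 the most, to 29.3%, and gave 30.4% for miR-143 and 6.75% for miR-215. The mean mid-jejunum share of miR-192 was 45.6% at D0, 33.6% at D7, 29.3% at D21 and 22.6% at D42, while that of miR-143 was 18.0%, 26.0%, 30.5% and 36.7%.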

Only one predominant miRNA, miR-143, which accounted for 60% of total mapped reads, was detected in the rumen (Figure 1D). 

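In rumen miR-143 held 60.0% of the pooled reads. The mean over the libraries was 56.3% (SD 11.1, range 29.9% to 77.1%, n = 21), and the pooled share without D0 was 61.6%. By age the mean share was 52.0% at D0 (SD 7.30, n = 3), 56.2% at D7 (SD 7.70, n = 6), 52.0% at D21 (SD 15.5) and 62.8% at D42 (SD 9.33). The next miRNAs were miR-10a at 4.93% and miR-27b at 4.00%. From these shares the paper names miR-143 as the only predominant miRNA of the rumen.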

Among the total known miRNAs (383) identified in the calf GIT, 39% (141) and 15% (58) of them belonged to highly conserved and conserved, respectively, while 46% of them (176) belonged to poorly conserved groups (Figure 2). Based on the analysis for each individual gut region, the present study also detected 81 bovine specific miRNAs (Figure 2).

**Figure 1:**
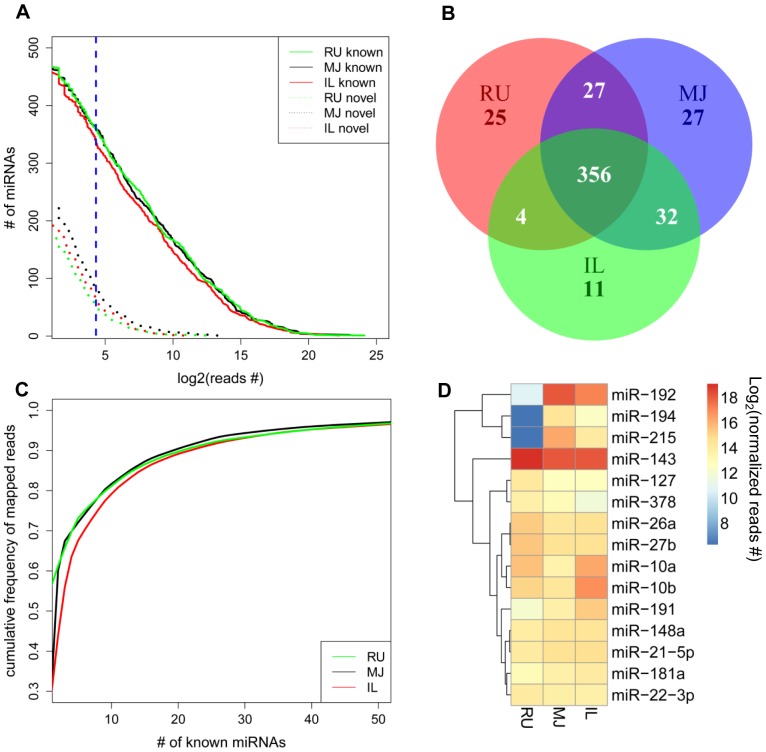
Overview of miRNAs detected in the GIT of dairy calves during early life using miRNA sequencing. (A). Numbers of known (solid line) and novel miRNAs (dotted line) identified (total reads number for each tissue >20, blue line). (B). Comparison of the number of known miRNAs detected in rumen (RU), mid-jejunum (MJ), and ileum (IL). (C). Cumulative frequency of known miRNAs detected in rumen (RU), mid-jejunum (MJ), and ileum (IL). (D). Comparative expression of top 10 highly expressed miRNAs in rumen (RU), mid-jejunum (MJ), and ileum (IL) using Heatmap.2 function in R package. Colors represent different normalised sequencing reads number as indicated by the color bar.

**Figure 2:**
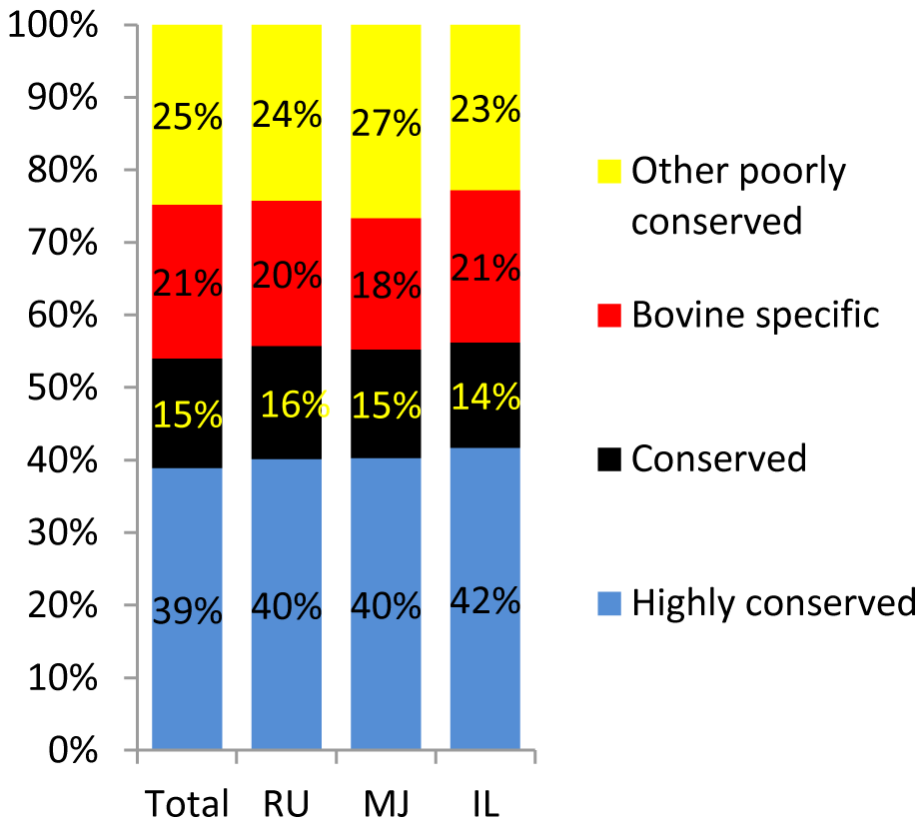
Conservation analysis of known miRNAs detected in calf GIT. Proportion of different miRNAs conservation categories in total identified known miRNAs (Total), in rumen (RU), in mid-jejunum (MJ), and in ileum (IL). Highly conserved (blue bar): conserved across most vertebrates; Conserved (black bar): conserved across most mammals, but usually not beyond placental mammals; Poorly conserved: miRNAs that do not belong to the above two groups, including bovine specific (red bar, belong to poorly conserved group, and seed region sequence only reported in cattle) and other poorly conserved miRNAs (yellow bar).

### Identification of temporally differentially expressed miRNAs

Temporal effect on miRNA expression was examined independently for each tissue by performing the following comparisons: D7 *vs* D0, D21 *vs* D7, and D42 *vs* D21 and the differentially expressed (DE) miRNAs are shown in Table S2. 

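Each tissue was compared between consecutive ages, with 6 libraries against 3 for D7 vs D0 and 6 against 6 for the other comparisons. A miRNA was tested when at least 0.5 of the compared libraries had more than 5 CPM. The test was the moderated t-test of limma (two-sided) on log2(CPM + 1), and a miRNA was called differentially expressed (DE) at FDR < 0.05 with a ratio of mean CPM above 1.5-fold. Fold changes are given on the log2(CPM + 1) scale, which understates changes of miRNAs with low CPM. Libraries carry replicate numbers, and an alternative took libraries with the same number as a pair or block. This pairing is taken from the labels. Between ages of a tissue, where the calves differ, libraries with the same number had a mean correlation r of -0.0192 in their deviations from the group means (54 pairs), against 0.00469 for differently numbered libraries (270 pairs). With replicate as block the comparison of D7 with D0 gave 17 DE miRNAs in rumen, 133 in mid-jejunum and 28 in ileum. In that fit the D7 libraries without a D0 library of the same number did not inform the difference. Fewer libraries therefore enter these counts, and the block pairs different calves.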

Among all comparisons, more DE miRNAs were detected when comparing D7 *vs* D0 in the mid-jejunum (Figure 3B) and ileum (Figure 3C) as well as from D21 *vs* D7 in the rumen (Figure 3A). 

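From D0 to D7, 12 of 261 tested miRNAs were DE in rumen (7 rising, 5 falling), 145 of 249 in mid-jejunum (128 rising, 17 falling) and 67 of 270 in ileum (49 rising, 18 falling). From D7 to D21 the counts were 0 of 267 in rumen (52 at unadjusted p < 0.05), 2 of 266 in mid-jejunum and 4 of 279 in ileum. From D21 to D42 they were 0 of 265 in rumen (43 at unadjusted p < 0.05), 23 of 269 in mid-jejunum and 0 of 282 in ileum (30 at unadjusted p < 0.05). The alternative that moved a count of this family most was leaving out the third D0 ileum library, from 67 to 124 in ileum from D0 to D7. Median-ratio scaling between libraries moved the count in mid-jejunum from D0 to D7 from 145 to 92. The rumen comparison of D21 with D7 gave 36 DE miRNAs when all 12 groups entered 1 fit and 32 after scaling. Taking replicate as block, that comparison gave 23, with a mean r of -0.0192 between same-numbered libraries of different ages. It gave 0 to 44 when each library was left out in turn.

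In mid-jejunum from D0 to D7 the median log2 fold change over all tested miRNAs was 0.63, while the mean share of miR-192 fell from 45.6% to 33.6% and that of miR-215 from 11.3% to 8.97%. Of the 92 DE miRNAs after scaling, which centres the fold changes, 47.8% rose. Leaving out each library gave 126 to 155 DE miRNAs in mid-jejunum and 43 to 124 in ileum, the latter highest without the third D0 library. Without that library 66 rose and 58 fell in ileum, and after scaling 45 rose and 38 fell, against 49 and 18 otherwise.

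Among miRNAs that separated the libraries completely, miR-21-3p rose most in rumen from D0 to D7, from 27.9 CPM (SD 6.29, n = 3) to 163 CPM (SD 25.9, n = 6). Its log2 fold change was 2.51 (SE 0.21, FDR 1.35e-05). MiR-144 fell most, from 18.6 to 5.13 CPM (log2 fold change -1.75, SE 0.33, FDR 0.00900). It serves below as a marker of red cells together with miR-451. In the same comparison miR-451 went from 184 CPM (SD 6.86) to 70.0 CPM (SD 43.8). Less blood in the D7 pieces was therefore not excluded for miR-144. In mid-jejunum miR-gx170 rose from 0.167 to 181 CPM (6.12, SE 0.93, FDR 4.01e-05) and miR-1271 fell from 21.4 to 4.85 CPM (-1.96, SE 0.34, FDR 0.000111). In ileum miR-378b rose from 10.6 CPM (SD 3.53) to 298 CPM (SD 133) by D7 (4.62, SE 0.38, FDR 1.71e-06). It then fell to 11.7 CPM (SD 5.25) at D21 (-4.52, SE 0.29, FDR 1.79e-10).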

The temporal effect was confounded by the effect of changing diet. To minimize the dietary effect, we selected DE miRNAs present in each tissue in at least two out of three of the temporal comparisons for further functional analysis. MiRNA candidates were defined at family level, since miRNAs belonging to the same family are considered to perform similar functions based on the same seed sequence [32]. A total of 8 DE miRNAs belonging to 8 miRNA families for rumen, 20 DE miRNAs belong to 16 miRNA families for mid-jejunum, and 6 DE miRNAs belonging to 6 miRNA families for ileum were selected for further functional analysis (Table S4).

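Taking miRNAs that were DE in at least 2 of the 3 comparisons gave 0 miRNAs in rumen, 19 in mid-jejunum and 2 in ileum. With all 12 groups in 1 fit these numbers were 8, 24 and 6, and after median-ratio scaling 3, 11 and 3. The replicate block gave 4, 18 and 2, where same-numbered libraries of different ages had a mean r of -0.0192. The mid-jejunum set was miR-15a, miR-32, miR-99a-5p, miR-100, miR-101, miR-103, miR-107, miR-138, miR-146a, miR-183, miR-301a, miR-362-5p, miR-369-3p, miR-378c, miR-494, miR-1271, miR-1839 and the unannotated miR-gx34 and miR-gx107. The ileum set was miR-378b and miR-486. With the block it was miR-378b and miR-423-5p, and miR-486 was not in it with all 12 groups in 1 fit either. MiR-99a-5p fell in mid-jejunum from 463 CPM at D0 (SD 25.9) to 133 CPM at D7 (SD 17.4), with a log2 fold change of -1.80 (SE 0.16, FDR 9.62e-08). It rose again to 300.1 CPM at D42 (SD 90.0), a log2 fold change of 0.82 from D21 (SE 0.22, FDR 0.0309). Leaving out each library gave 0.72 to 0.99 for this rise, which was DE in 5 of the 12 fits. The paper states that age was confounded with the changing diet, and took miRNAs DE in at least 2 of the comparisons on to functional analysis to reduce the dietary effect.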

**Figure 3:**
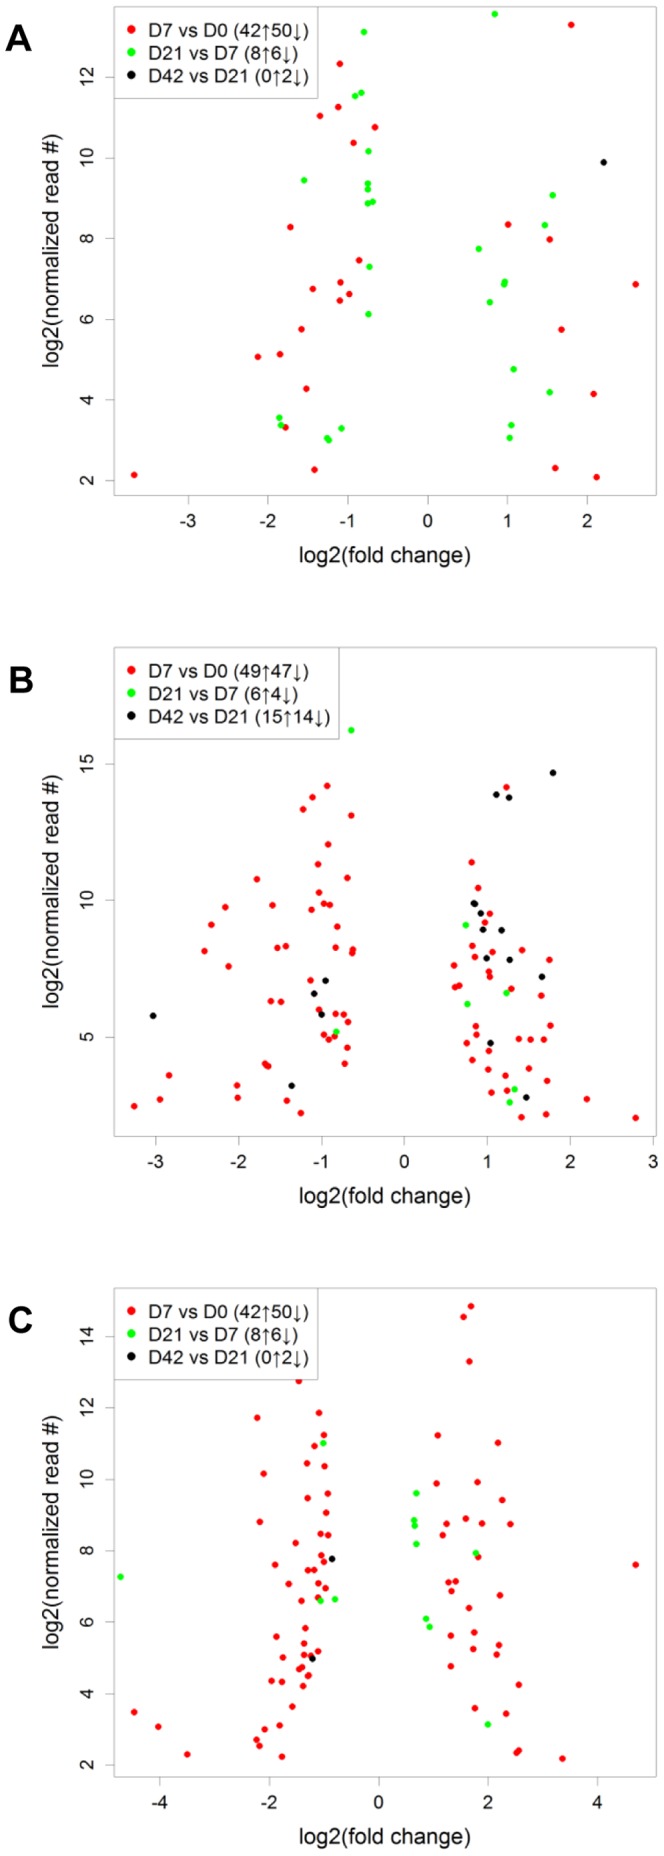
Detected temporally DE miRNAs based on comparisons D7 *vs.* D0 (red), D21 *vs.* D7 (green), and D42 *vs.* D21 (black). The X and Y axes show log2 (fold change) and log2 (normalised reads number) of each DE miRNA, respectively. (A). DE miRNAs detected in rumen (RU) tissue. (B). DE miRNAs identified in tissue collected from mid-jejunum (MJ). (C). DE miRNAs detected in tissue collected from from ileum (IL). “↑”: the number of up-regulated miRNAs; “↓”: the number of down-regulated miRNA.

### Identification of regionally differentially expressed miRNAs

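The regions were compared within each age with the same limma test, 3 libraries against 3 at D0 and 6 against 6 later. Positive log2 fold changes are higher in the region named first. If replicate numbers name calves, the regional libraries of an age are paired by number, and this pairing is taken from the labels. Same-numbered libraries of different regions had a mean r of 0.0656 in their deviations from the group means (63 pairs), against -0.0146 for others (288 pairs). The one-sided permutation p was 3e-04 over 10000 permutations. The correlation was highest between mid-jejunum and ileum, 0.115 against -0.0246. With replicate as block the comparison of rumen with mid-jejunum gave 161, 178, 139 and 105 DE miRNAs from D0 to D42. Rumen with ileum gave 56, 187, 158 and 164, and mid-jejunum with ileum gave 6, 133, 136 and 121.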

MiRNA expression was further compared among GIT regions at each developmental stage. 

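Rumen and mid-jejunum differed in 167 miRNAs at D0, 180 at D7, 137 at D21 and 106 at D42. Rumen and ileum differed in 31, 188, 166 and 166 miRNAs, and mid-jejunum and ileum in 15, 133, 131 and 124. Between 248 and 282 miRNAs were tested in each comparison. Relative to their counts, the comparisons at D0 moved most: with all 12 groups in 1 fit mid-jejunum and ileum differed in 65 miRNAs and rumen and ileum in 101. The replicate block gave 6 and 56, where same-numbered libraries of different regions had a mean r of 0.0656. At D0, with 3 libraries per region, leaving out a library gave 8 to 53 DE miRNAs for rumen with ileum and 5 to 125 for mid-jejunum with ileum. At D42 it gave 86 to 115 for rumen with mid-jejunum and 96 to 120 for mid-jejunum with ileum. Median-ratio scaling gave 118 and 100.0 for the same comparisons.

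Of the 167 DE miRNAs between rumen and mid-jejunum at D0, 131 were higher in rumen, and the median log2 fold change over all tested miRNAs was 0.69. At D42 the numbers higher in rumen and in mid-jejunum were both 53. MiR-375 had the largest decrease in rumen at D42, with a log2 fold change of -10.77 against mid-jejunum (SE 0.40, FDR 1.53e-13) and -8.79 against ileum.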

As shown in Figure 4, more DE miRNAs were identified in rumen *vs* mid-jejunum (Figure 4A) and rumen *vs* ileum (Figure 4B) compared to ileum *vs* mid-jejunum (Figure 4C) at all the time points. 

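DE at all 4 ages were 69 miRNAs between rumen and mid-jejunum, 28 between rumen and ileum and 8 between mid-jejunum and ileum. The last set was miR-10a, miR-10b, miR-31, miR-155, miR-193b, miR-194, miR-196a and the unannotated miR-gx192. Without D0, where each region had 3 libraries, they were 80, 111 and 68, so the D0 requirement lowered the sets with ileum most. With all 12 groups in 1 fit they were 66, 73 and 17. The replicate block gave 67, 46 and 5, where same-numbered libraries of different regions had a mean r of 0.0656.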

First, DE miRNAs that were common to all three developmental stages within a specific GIT region were identified: 42 families (45 DE miRNAs) were from rumen *vs* mid-jejunum, 80 families (87 DE miRNAs) were from rumen *vs* ileum, and 15 families (18 DE miRNAs) were from ileum *vs* mid-jejunum (Table S3). Then, 5 families (7 DE miRNAs) that had the most significant (FDR <0.05) DE patterns were subjected to functional analysis (Table S4). Among these 5 miRNA families, miR-192/215 and miR-194 were highly expressed in the small intestine (mid-jejunum and ileum), while miR-205 was highly expressed in the rumen but not detected in mid-jejunum (Figure 5). 

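Over the 21 libraries of each region, the median CPM of miR-192 was 1628 in rumen (range 837 to 3038), 305114 in mid-jejunum (112720 to 486050) and 143260 in ileum (60681 to 310810). MiR-215 had medians of 62.9 (36.5 to 188), 68780 (3413 to 123831) and 13100 (2503 to 45501). MiR-194 had medians of 73.5 (39.7 to 130), 21940 (4098 to 30917) and 5802 (2323 to 12028). At the 4 ages the log2 fold change of rumen against mid-jejunum was -7.83 to -7.22 for miR-192, -10.71 to -8.65 for miR-215 and -8.60 to -7.68 for miR-194. Against ileum it was -6.61 to -6.24, -7.71 to -6.63 and -6.33 to -6.08, and all of these comparisons were DE. Between mid-jejunum and ileum miR-194 was DE at 4 of 4 ages (1.42 to 2.39), miR-192 at 3 of 4 (0.94 to 1.23) and miR-215 at 2 of 4 (1.13 to 4.08). Taking replicate as block, miR-194 was not DE at D0 (1.72) and miR-215 became DE at D42 (1.13), with a mean r of 0.115 between same-numbered libraries of these regions. With all 12 groups in 1 fit miR-192 and miR-215 became DE at D0.

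MiR-205 had a median of 7705 CPM in rumen (2764 to 22876) and was DE against both other regions at 4 of 4 ages. Its log2 fold change was 11.41 to 12.69 against mid-jejunum and 9.39 to 12.57 against ileum. In mid-jejunum its CPM was above 0 in 11 of 21 libraries, with a median of 0.53, a maximum of 12.7 and 33.0 pooled reads. In ileum it was above 0 in 10 of 21 libraries, with a maximum of 27.7 and 91.0 pooled reads. Only 4 mid-jejunum libraries and 2 ileum libraries held at least 3 reads of it.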

The miR-196 family was only detected in ileum, while miR-31 had lower expression in the ileum compared to the mid-jejunum and rumen (Figure 5).

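MiR-196a had a median of 180 CPM in ileum (81.4 to 490), 1.00 in mid-jejunum (0 to 221) and 0 in rumen (0 to 2.25). MiR-196b had a median of 230 CPM in ileum (84.2 to 1240), 0.98 in mid-jejunum (0 to 727) and 0.44 in rumen (0 to 4.16). The mid-jejunum maxima of both came from the same D42 library. Against ileum the log2 fold change of rumen was -7.77 to -6.75 for miR-196a and -8.89 to -6.53 for miR-196b, DE at 4 of 4 ages. That of mid-jejunum was -6.82 to -4.95 for miR-196a, DE at 4 of 4 ages, and -9.52 to -4.85 for miR-196b, DE at 3 of 4. At D42 the ratio of mean CPM of miR-196b was only -0.39 on the log2 scale because of that library. MiR-31 had a median of 5.62 CPM in ileum (1.61 to 16.3), 283 in mid-jejunum (2.12 to 467) and 375.5 in rumen (108 to 2800). Its log2 fold change against ileum was 4.86 to 6.67 in rumen and 3.93 to 5.72 in mid-jejunum, DE at 4 of 4 ages for both. The paper took the families with the most significant DE patterns between regions on to functional analysis.

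**Figure D2:**
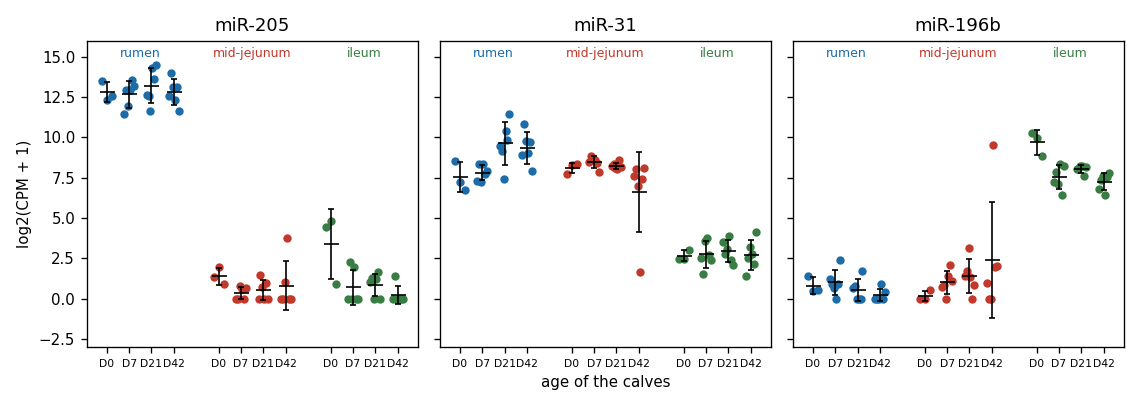
Log2(CPM + 1) of miR-205, miR-31 and miR-196b (vertical axes) per library of rumen, mid-jejunum and ileum at each age; points are libraries, bars are means and SD. The median CPM of miR-205 was 7705 in rumen and that of miR-196b was 230 in ileum, and 1 mid-jejunum library at D42 held 727 CPM of miR-196b.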

**Figure 4:**
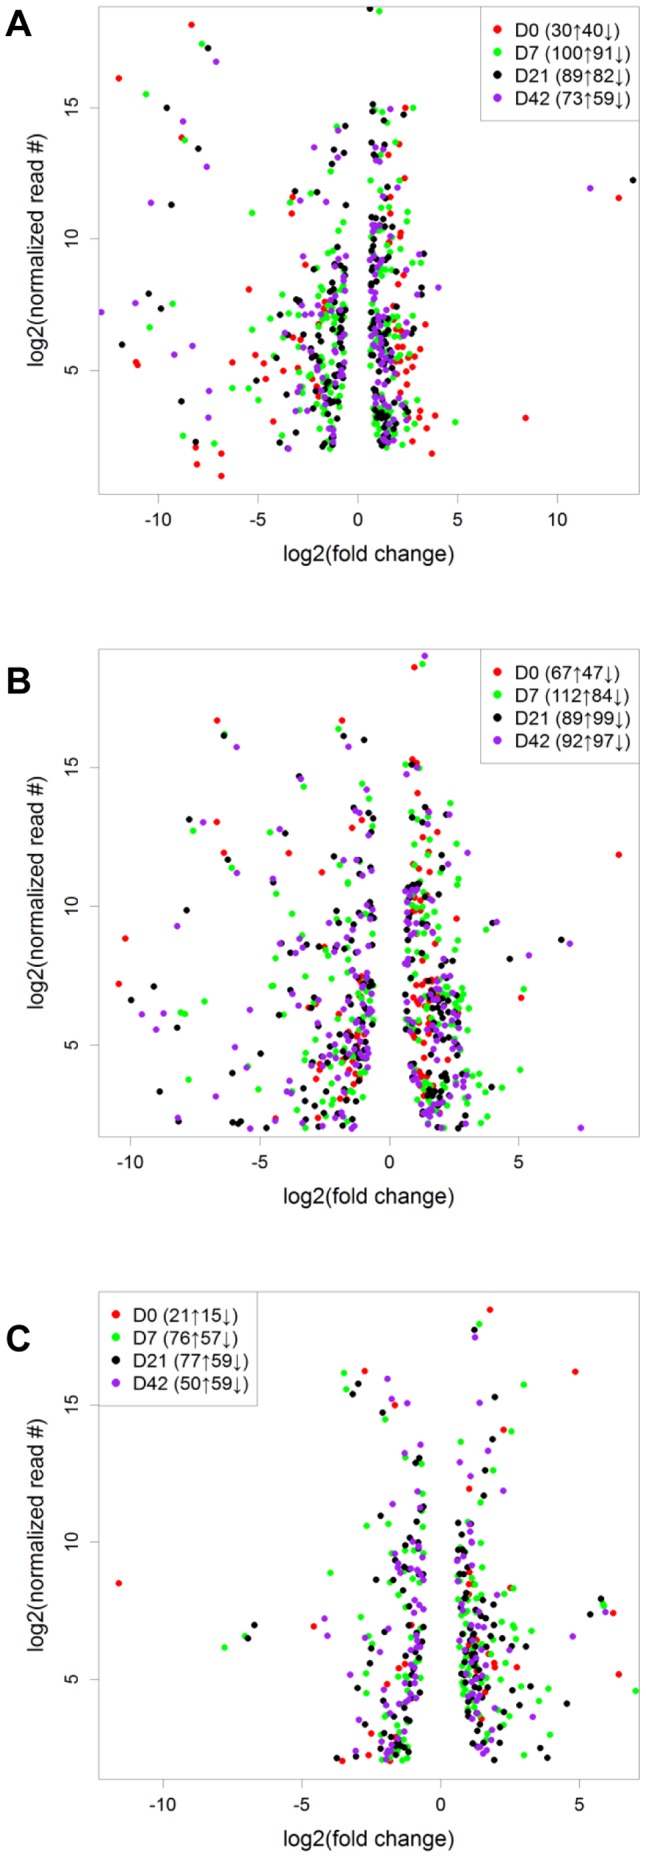
Detected regionally DE miRNA based on comparisons between different tissues on D0 (red), D7 (green), D21 (black), and D42 (purple). (A). Detected DE miRNAs when comparing rumen (RU) *vs.* mid-jejunum (MJ). (B). Detected DE miRNAs when comparing rumen (RU) *vs.* ileum (IL). (C). Detected DE miRNAs when comparing mid-jejunum (MJ) *vs.* ileum (IL). “↑”: the number of up-regulated miRNAs; “↓”: the number of down-regulated miRNA.

**Figure 5:**
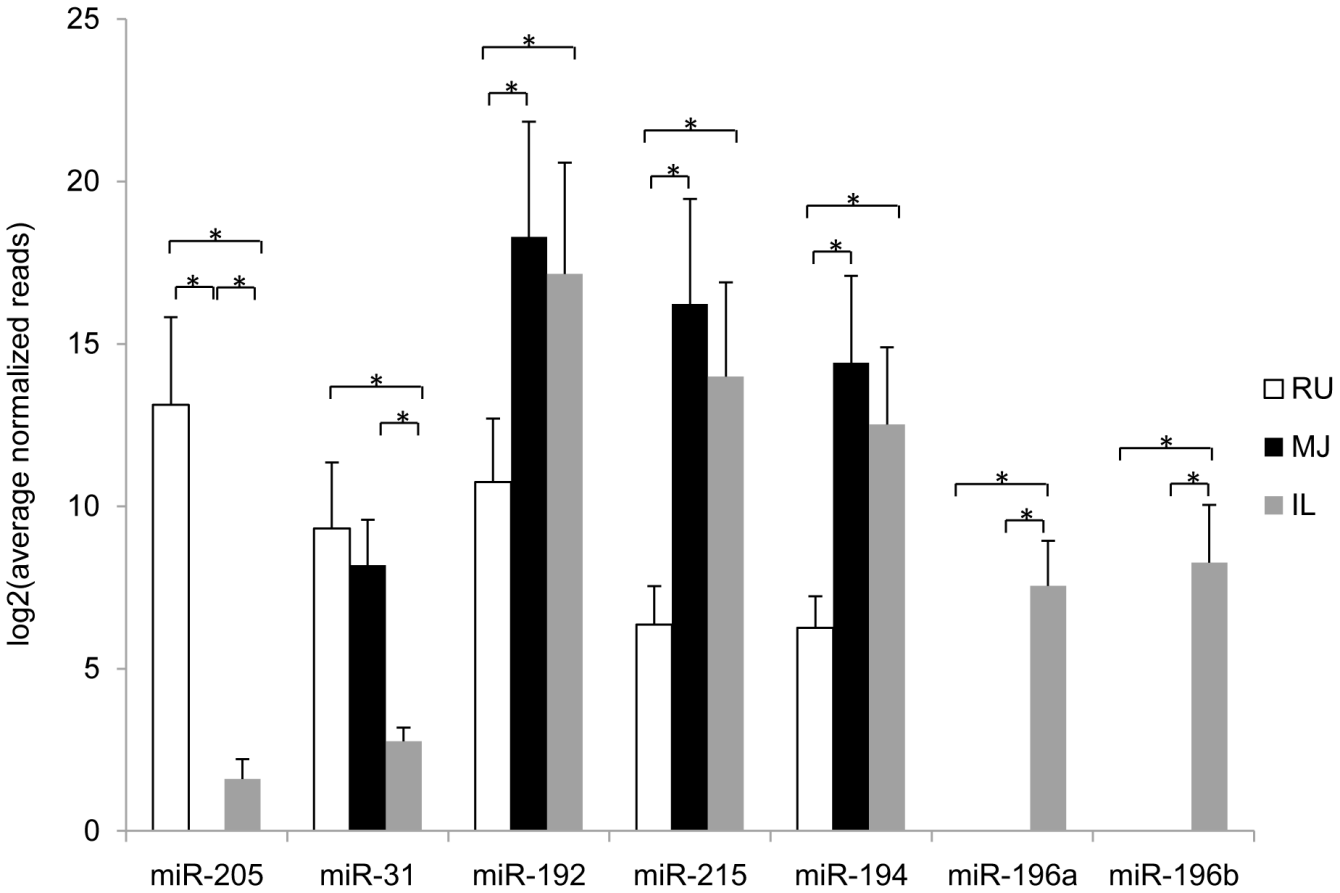
Expression levels of the most significant regionally DE miRNAs detected by miRNA sequencing in rumen (RU, open bar), mid-jejunum (MJ, solid black bar) and ileum (IL, solid grey bar). “*” represents miRNA differentially expressed between two tissues (FDR <0.05, >1.5 fold). No bar is shown when miRNA expression was not detected.

### Association between miRNA expression and gut microbial population

The expression of miRNAs was strongly correlated with the density of total bacteria, *Bifidobacterium* and *Lactobacillus* spp. (Figure 6) throughout the GIT at all stages. At D21, there were more miRNAs significantly correlated with bacterial density than other groups (Figure 6). Four miRNA families associated with bacterial density were selected for further functional analysis (Table S4): the miR-129 family, which revealed positive correlation with total bacterial density (r = 0.90, *P* = 0.01) in the rumen on D7 and D21; three miRNA families from ileum including the miR-15/16 family (negatively correlated with the density of *Bifidobacterium* spp. on D21; r = −0.87, *P* = 0.01), the miR-196 family (positively correlated with the population of both *Bifidobacterium* and *Lactobacillus* spp. on D21, r = 0.83, *P* = 0.02), and the miR-29 family (positively correlated with the population of both *Bifidobacterium* and *Lactobacillus* spp. on D42; r = 0.95, *P*<0.01).

**Figure 6:**
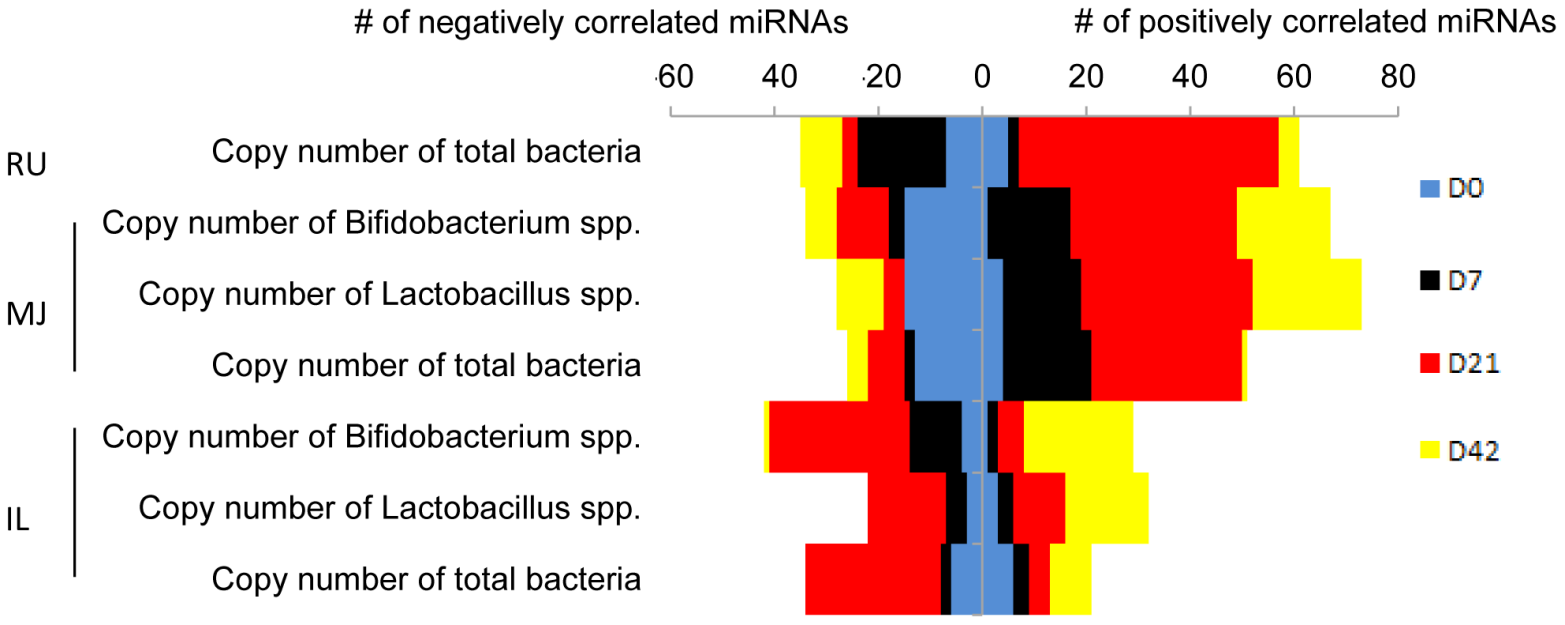
Numbers of miRNAs with significant correlations between their expression and the copy number of microbial 16S rRNA gene. The correlation analysis was performed between normalized miRNAs expression and log copy number of total bacteria, *Lactobacillus* and *Bifidobacterium* spp. in each location (RU: rumen; MJ: mid-jejunum; IL: ileum) and at each time point (D0: blue bar; D7: black bar; D21: red bar; D42: yellow bar). The horizontal axis shows the number of miRNAs correlated with microbial density. “# of negatively correlated miRNAs” means the number of miRNAs with a negative correlation (P<0.05, r<−0.8) with microbial density. “# of positively correlated miRNAs” means the number of miRNAs with a positive correlation (*P*<0.05, r>0.8) with microbial density.

### Experimental validation of miRNA expression using stem-loop qRT-PCR

A total of 13 regional and temporal DE miRNAs (regional DE miRNAs: miR-192, miR-194, miR-205, miR-31, and miR-196; temporal DE miRNAs: miR-146b, miR-191, miR-99a, miR-145, miR-211, miR-486, miR-33, miR-7, and miR-196b) that identified from miRNA-seq were selected for validation using stem-loop qRT-PCR. 

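Mean miR-192 in rumen was 2004 CPM at D0 (SD 203, n = 3), 1560 at D7 (SD 171, n = 6), 1864 at D21 (SD 674) and 1557 at D42 (SD 678). In mid-jejunum it was 456355 (SD 32502), 336016 (SD 50052), 293090 (SD 49805) and 225965 CPM (SD 62261). In ileum it was 206852 (SD 90174), 151281 (SD 59382), 135178 (SD 20754) and 118930 CPM (SD 38283). Mean miR-194 was between 63.4 and 92.9 CPM in rumen at the 4 ages. In mid-jejunum it was 23461, 26760, 20836 and 14222 CPM, and in ileum 7629, 5411, 6113 and 5124 CPM. The largest FDR of rumen against mid-jejunum over the 4 ages was 9.02e-10 for miR-192 and 3.88e-09 for miR-194. Against ileum it was 1.53e-05 and 2.08e-05.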

The expressions of miR-192 and miR-194 were notably higher in the small intestine than that in the rumen. MiR-205 was highly expressed in the rumen, while miR-31 was highly expressed in the rumen and mid-jejunum not in the ileum. 

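Mean miR-205 in rumen was 7619 CPM at D0 (SD 3535), 7269 at D7 (SD 3439), 11908 at D21 (SD 8138) and 8129 at D42 (SD 4649). Its mean stayed at or under 2.30 CPM in mid-jejunum and 16.6 CPM in ileum at every age. MiR-31 in rumen averaged 211 CPM at D0 (SD 144), 235 at D7 (SD 77.5), 1089 at D21 (SD 928) and 795 at D42 (SD 560). In mid-jejunum it averaged 279 (SD 59.5), 363 (SD 81.0), 302 (SD 43.4) and 170 CPM (SD 97.8). At D42 miR-31 ranged there from 2.12 to 268 CPM. In ileum it averaged 5.44, 6.73, 7.52 and 6.73 CPM. Between rumen and mid-jejunum its log2 fold change was -0.59 at D0 (SE 0.42, FDR 0.254), -0.66 at D7 (SE 0.22, FDR 0.0134), 1.39 at D21 (SE 0.45, FDR 0.0156) and 2.73 at D42 (SE 0.83, FDR 0.0136). The difference at D7 was not DE with all 12 groups in 1 fit, and that at D0 became DE after median-ratio scaling (-1.26, FDR 0.0230).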

The expression of miR-196b cannot be detected in rumen and mid-jejunum by both miRNA-seq and qPCR. 

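In the sequencing values, miR-196b in rumen was above 0 in 13 of 21 libraries with 20.5 pooled reads and a maximum of 4.16 CPM. Only 1 rumen library held at least 3 reads. In mid-jejunum it was above 0 in 15 of 21 libraries with 726 pooled reads, and 7 libraries held at least 3 reads. A single D42 library at 727 CPM held most of these reads, and the mean of the D42 group was 122 CPM (SD 296, n = 6). Mean miR-196b in mid-jejunum was 0.147 CPM at D0, 1.25 at D7 and 2.38 at D21. In ileum it was 897 CPM at D0 (SD 399.9), 205 at D7 (SD 96.6), 266 at D21 (SD 39.6) and 160 at D42 (SD 51.2). A level under 1.05 to 9.46 CPM, the CPM of 3 reads, was not detectable at this depth. The qRT-PCR values were not analysed here.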

Generally, the regional DE miRNAs showed similar trend in the comparison between miRNA-seq and qPCR (Figure 7). Most of temporal DE miRNAs showed the expression in agreement between miRNA-seq and qRT-PCR; however, three of them (miR-486, miR-146b, miR-7, and miR-211) revealed opposite trends between miRNA-seq and qRT-PCR in some comparison groups (Figure 8). 

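Only the sequencing side of this comparison was computed, and the qRT-PCR values were not analysed here. In mid-jejunum miR-33b rose from 9.13 CPM at D0 (SD 1.38) to 45.3 at D7 (SD 13.6), with a log2 fold change of 2.15 (SE 0.27, FDR 3.86e-06). It then fell to 26.7 CPM at D21 (SD 6.02; log2 fold change -0.72, FDR 0.154). MiR-191 went from 8661 to 8503 CPM from D0 to D7 (log2 fold change -0.01, FDR 0.937) and from 9889 CPM at D21 to 19526 at D42 (0.85, SE 0.27, FDR 0.0566). MiR-211 in mid-jejunum went from 62.3 to 51.8 CPM by D7 (-0.35, FDR 0.326) and fell from 96.7 CPM at D21 (SD 39.3) to 11.2 at D42 (SD 3.01; -2.91, SE 0.32, FDR 6.05e-05). MiR-146b fell from 104 CPM at D0 (SD 53.0) to 53.8 at D7 (SD 17.1; -0.88, SE 0.29, FDR 0.0149). After median-ratio scaling between libraries miR-191 and miR-211 were DE from D0 to D7, with log2 fold changes of -0.68 (FDR 0.00782) and -1.01 (FDR 0.0173), and so were miR-7 with -1.01 (FDR 0.00554) and miR-486 with -1.18 (FDR 0.00169). Scaling also made miR-191 DE from D21 to D42 (1.04, FDR 0.0468), and so did all 12 groups in 1 fit. MiR-146b was not DE from D0 to D7 with all 12 groups in 1 fit.

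In ileum miR-145 went from 2229 CPM at D0 (SD 2540) to 589 at D7 (SD 289; log2 fold change -1.31, SE 0.65, FDR 0.160) and 972 at D21 (0.82, FDR 0.172). MiR-196b fell from 897 to 205 CPM between D0 and D7 (-2.16, SE 0.42, FDR 0.00266). MiR-211 rose from 13.2 CPM (SD 5.19) to 35.6 (SD 9.52; 1.41, SE 0.36, FDR 0.0114), which was not DE with all 12 groups in 1 fit or with the replicate block. In rumen miR-486 averaged 1332 CPM at D0 (SD 64.9), 962 at D7 (SD 609), 395 at D21 (SD 168) and 1396 at D42 (SD 1374). Its log2 fold change was -1.10 from D7 to D21 (SE 0.41, FDR 0.141) and 1.37 from D21 to D42 (SE 0.51, FDR 0.166). From D7 to D21 miR-486 became DE with all 12 groups in 1 fit, after median-ratio scaling (-1.33, FDR 0.0282) and with the replicate block (-1.10). Same-numbered libraries of different ages had a mean r of -0.0192. From D21 to D42 it became DE with all 12 groups in 1 fit. MiR-145 in ileum from D0 to D7 became DE in that fit and in 1 of 9 fits without a library (range -2.26 to -0.32).

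**Figure D3:**
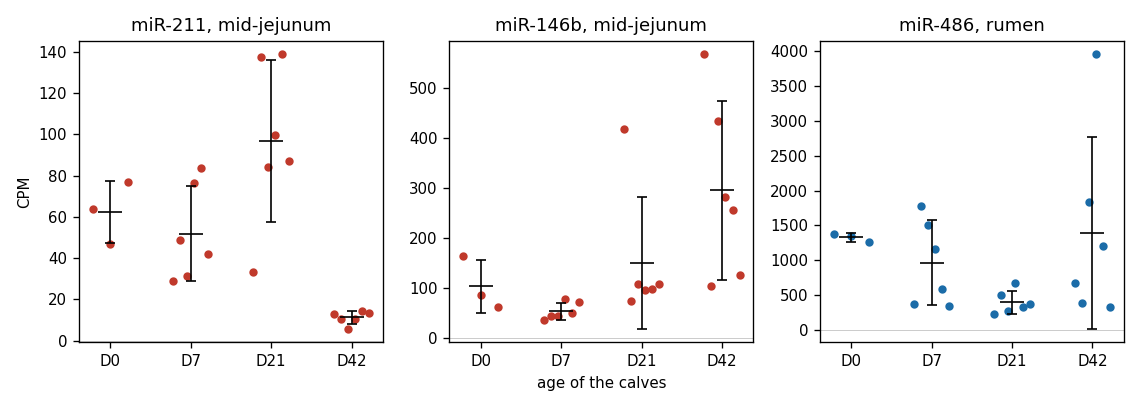
CPM (vertical axes) of miR-211 and miR-146b in mid-jejunum and miR-486 in rumen per library at D0, D7, D21 and D42; points are libraries, bars are means and SD. Mean miR-211 fell from 96.7 CPM at D21 to 11.2 CPM at D42, and miR-486 ranged widely at D42 (SD 1374 CPM).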

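In mid-jejunum from D7 to D21, miR-486 went from 657 CPM (SD 137, n = 6) to 544 (SD 162, n = 6), a log2 fold change of -0.30 (SE 0.19, FDR 0.590). Leaving out each library gave -0.42 to -0.17. MiR-146b went from 53.8 to 151 CPM (SD 132), a log2 fold change of 1.23 (SE 0.33, FDR 0.101). The D21 group held 1 library at 418 CPM against 75.2 to 107 in the others. Leaving out each library gave 0.88 to 1.38 for miR-146b, which was DE in 1 of the 12 fits. MiR-7 went from 29.7 CPM (SD 7.48) to 27.4 (SD 2.53), a log2 fold change of -0.08 (SE 0.19, FDR 0.931; -0.20 to 0.00 when leaving out libraries). In ileum miR-211 went from 35.6 to 41.9 CPM (SD 18.7), a log2 fold change of 0.17 (SE 0.26, FDR 0.744; -0.02 to 0.30). Median-ratio scaling did not turn any of these 4 changes into DE.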

For example, in mid-jejunum, miR-486, miR-146b and miR-7 had divergent regulation from D7 to D21; in ileum, miR-211 revealed significant down-regulation from D7 to D21 by qRT-PCR, but there was no significant difference identified by sequencing.

**Figure 7:**
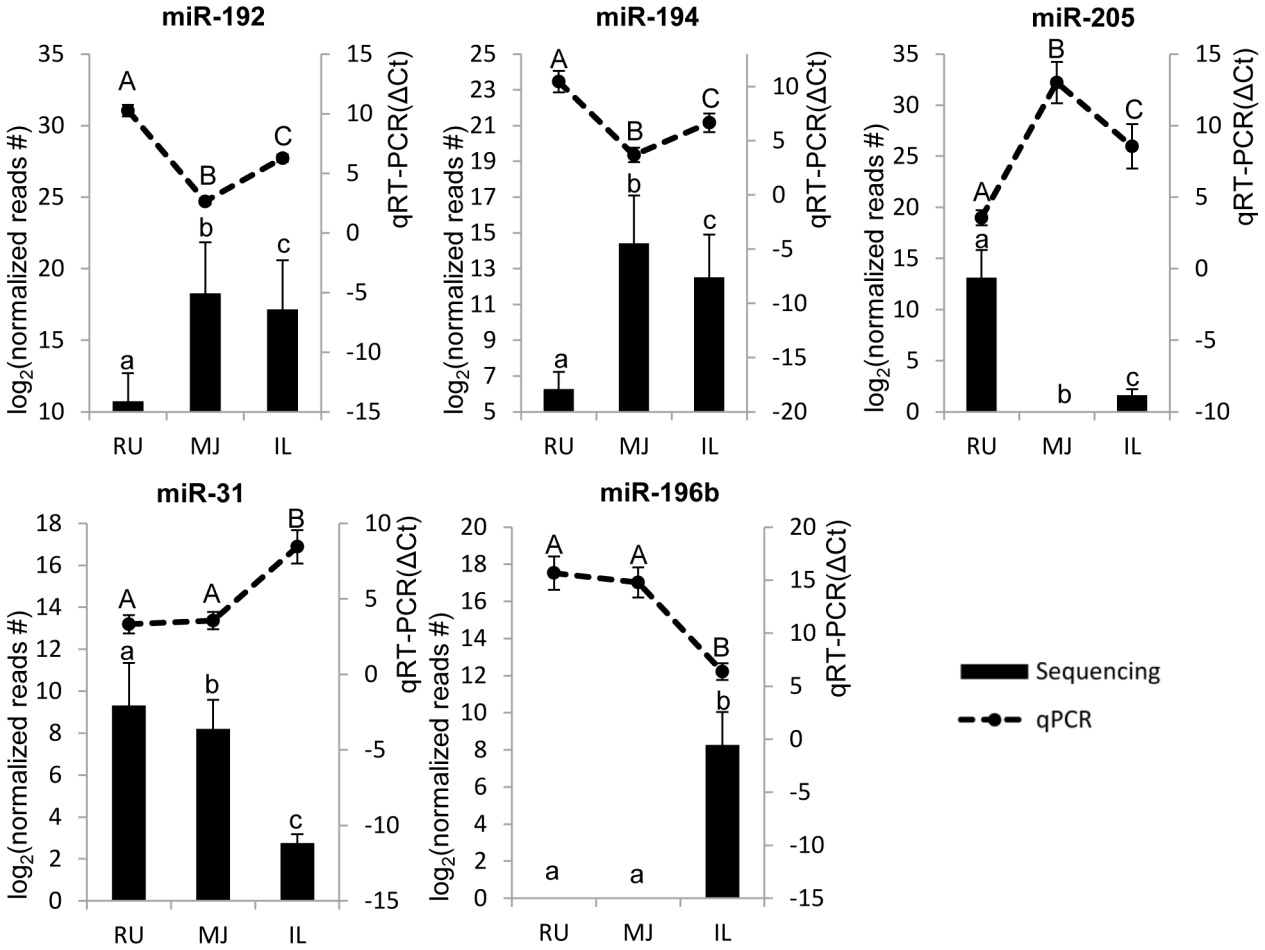
Expression of regional DE miRNAs detected by qRT-PCR and miRNA-seq. MiRNA expressions from qRT-PCR are shown by line graphs on the top and values are shown on the right Y-axis as relative expression (ΔCt). Lower ΔCt values represent higher miRNA expression levels and *vice versa*. MiRNA expressions from miRNA-seq are shown by bar graphs on the bottom and values are shown on the left Y-axis as log_2_ (normalised reads number). A, B, C - indicate the significant difference in the relative expression of miRNAs detected via qRT-PCR at *P*<0.05; a, b, c - indicate significant difference in the expression of miRNAs detected from miRNA-seq at FDR <0.05. Data are presented as Mean±Standard deviation. RU, MJ and IL represent rumen, mid-jejunum, and ileum, respectively.

**Figure 8:**
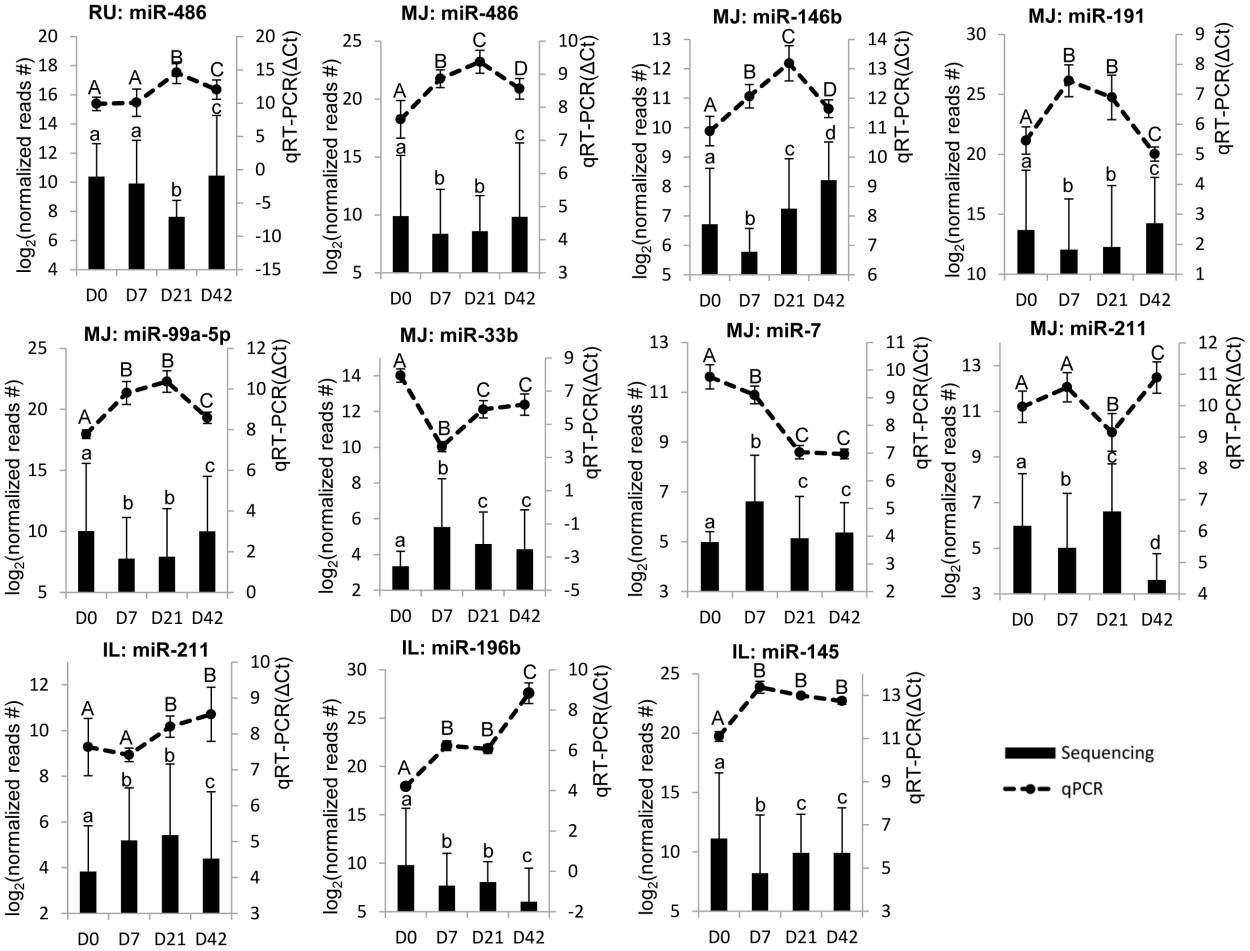
Expression of temporal DE miRNAs detected by qRT-PCR and miRNA-seq. MiRNA expressions from qRT-PCR are shown by line graphs on the top and values are shown on the right Y-axis as relative expression (ΔCt). Lower ΔCt values represent higher miRNA expression levels and *vice versa*. MiRNA expressions from miRNA-seq are shown by bar graphs on the bottom and values are shown on the left Y-axis as log_2_ (normalised reads number). A, B, C, D - indicate significant expression difference between pairs at *P*<0.05 (D7 *vs* D0, D21 *vs* D7, D42 *vs* D21) detected via qRT-PCR. a, b, c, d - indicate significant expression difference between pairs at FDR <0.05 (D7 *vs* D0, D21 *vs* D7, D42 *vs* D21) detected by miRNA-seq. Data are presented as Mean±Standard deviation.

### Functional predictions of differentially expressed miRNAs

Based on predicted targets of miRNAs using TargetScan and miRanda as well as functional analysis using IPA, the significantly enriched (FDR <0.05, molecule number >1) function categories of a total of 33 selected miRNA families were identified (Table S4). Among these, a total of 9 function categories, include cellular development, cellular growth and proliferation, connective tissue development, digestive system development, hematological system development and function, immune response, inflammatory response, immune cell trafficking, and lymphoid tissue structure and development, were defined to be related to GIT gut development and immune system development. Fifteen out of the 33 selected miRNA families were predicted to have functions significantly associated with the GIT development or immune functions (Table 1). The function of the predominant miR-143 was predicted to be the differentiation of connective tissue cells, which was related to GIT development (Table 1). Temporally DE miRNAs in small intestine (miR-146, miR-191, miR-33, miR-7, miR-99/100, miR-486, miR-145, and miR-211) were predicted to be related to gut epithelial cells development, immune cells development, inflammatory response, and other functions (Table 1). However, most of the temporally DE miRNAs in the rumen did not show any significant predicted functions. Two regionally DE miRNA families (miR-194 and miR-192/215) revealed significantly enriched functions related to GIT development and immune system, such as formation of mast cells and differentiation of leukocytes (Table 1). In addition, miR-129, miR15/16, and miR-29 that correlate with bacterial populations may also regulate gut development, immune and digestive functions (Table 1). MiR-129 was predicted to play a role in rumen development in response to bacterial colonization. In addition, the temporally DE miRNA-196 was only detected in ileum (Table 1), and was significantly correlated with bacterial density (data not shown). This miRNA has known functions related to epithelium differentiation, lymphoid tissue development, and inflammatory response (Table 1).

**Table 1:** Enriched gut development-related and immune function-related functions of selected miRNAs.

miRNA families	miRNA Category *	Function Category	Functions Annotation	FDR	Molecules #
miR-143	A	Cellular Development	Differentiation of Connective Tissue Cells	4.98E-02	3
miR-146	B	Cellular Development	proliferation of enterocytes	3.67E-02	2
		Cellular Growth and Proliferation	proliferation of cells	4.47E-02	8
		Digestive System Development and Function	quantity of Paneth cells	3.67E-02	2
		Inflammatory Response	TH1 immune response	2.66E-02	3
		Inflammatory Response	phagocytosis by dendritic cells	3.03E-02	2
miR-191	B	Digestive System Development and Function	morphology of intestinal villus	1.44E-02	2
miR-33	B	Cellular Development	differentiation of cells	4.60E-02	5
		Hematological System Development and Function	accumulation of neutrophils	3.43E-02	2
		Inflammatory Response	phagocytosis of cells	2.54E-02	4
miR-7	B	Cellular Development	Differentiation of Muscle Cells	4.99E-02	2
miR-99/100	B	Cellular Development	Differentiation of Cells	3.35E-02	6
		Hematological System Development and Function	Differentiation of T Lymphocytes	4.66E-02	2
miR-486	C	Connective Tissue Development and Function	Proliferation of Fibroblast Cell Lines	4.53E-02	4
miR-145	D	Hematological System Development and Function	Differentiation of Leukocytes	4.92E-02	20
miR-211	E	Hematological System Development and Function	Differentiation of T Lymphocytes	3.64E-03	17
		Inflammatory Response	Il-6 Signaling	2.45E-02	3
		Inflammatory Response	Il-17 Signaling	1.58E-02	2
miR-194	F	Hematological System Development and Function	Colony Formation of Mast Cells	2.41E-02	2
miR-192/215	G	Hematological System Development and Function	Differentiation of Leukocytes	4.71E-02	8
		Hematological System Development and Function	Expansion of Leukocytes	4.62E-02	5
		Lymphoid Tissue Structure and Development	Proliferation of Lymphatic System Cells	4.42E-02	6
		Hematological System Development and Function	Expansion of Leukocytes	4.62E-02	5
		Lymphoid Tissue Structure and Development	Organogenesis of Lymphatic System Component	4.62E-02	2
miR-129	H	Digestive System Development and Function	Development of Digestive System	1.21E-02	2
miR-15/16	I	Cellular Growth and Proliferation	Proliferation of Cells	2.45E-02	16
		Hematological System Development and Function	Development of Leukocytes	4.39E-02	12
		Hematological System Development and Function	Development of Lymphocytes	2.72E-02	10
		Hematological System Development and Function	T Cell Development	3.71E-02	11
		Cellular Development	Differentiation of Cells	2.45E-02	6
		Hematological System Development and Function	Development of B Lymphocytes	1.58E-02	7
miR-29	J	Cellular Development	Differentiation of Epithelial Cells	2.29E-02	7
		Connective Tissue Development and Function	Proliferation of Fibroblasts	2.59E-02	7
		Connective Tissue Development and Function	Quantity of Connective Tissue Cells	2.29E-02	6
		Hematological System Development and Function	Maturation of Dendritic Cells	4.75E-02	2
miR-196	K	Cellular Growth and Proliferation	Proliferation of Epithelial Cells	3.84E-02	4
		Lymphoid Tissue Structure and Development	Proliferation of Lymphatic Endothelial Cells	4.63E-02	2
		Inflammatory Response	Morphology of Phagocytes	4.86E-02	2

*miRNA categories were represented by different letters: A: Predominant miRNA expressed in GIT; B: Temporal DE miRNA in MJ; C: Temporal DE miRNA in RU and MJ; D: Temporal DE miRNA in IL; E: Temporal DE miRNA in MJ and IL; F: Regional DE miRNA (RU vs IL; RU vs MJ); G: Temporal DE miRNA in MJ; Regional DE miRNA (RU vs IL; RU vs MJ); H: Positive correlated with total bacterial density in RU; I: Negatively correlated with the density of Bifidobacterium on D21 in IL; J: Positively correlated with the density of both Bifidobacterium and Lactobacillus on D42; K: Regional DE miRNA (RU vs IL; IL vs MJ), temporal DE miRNA in IL and positively correlated with the density of both Bifidobacterium and Lactobacillus on D21.

## Discussion

As an important gene expression regulatory mechanism, post-transcriptional regulation by miRNAs plays a much larger role than previously expected [34]. Although miRNAs have been widely identified from various bovine tissues [35], their roles in regulating the development and function of the GIT have not been well studied. To date, 755 miRNAs have been reported in the literature (miRBase release version 19). A recent study comparing the role of ruminant-specific miRNAs in shaping divergent mRNA expression between ruminant and non-ruminant species has revealed that at least 3.5% of genes with reduced expression in cattle can be attributed to cattle-specific miRNAs [36]. Among the detected 383 known miRNAs from calf GIT, nearly half of them were poorly conserved miRNAs, and nearly half of the poorly conserved miRNAs were bovine specific miRNAs. The number of bovine specific miRNAs is higher than the number of conserved miRNAs (Figure 2), suggesting that cattle-specific gut miRNAs may regulate gene expression that contributes to physiological and metabolic variations specific to ruminants. In addition, the detected known miRNAs and their distinct expression patterns in GIT comparing to those in other bovine tissues [37] suggests that these miRNAs may play an important role in the regional and temporal differentiation of GIT development during early life. For example, miR-143 was predominant in three gut regions and it was predicted to regulate genes involved primarily in the differentiation of connective tissue cells (Table 1). It was reported that miR-143 induced differentiation and proliferation of smooth muscle cells by targeting a group of transcription factors such as serum response factor and kruppel-like factor 4 [38], [39]. Connective tissue and smooth muscle are the major components of the gut [40], therefore the observed high expression of miR-143 throughout GIT may be associated with the rapid development and growth of the GIT during early life.

The current study also revealed a significant temporal effect on miRNA expression throughout the GIT of calves. Some of the temporal DE miRNAs revealed opposite trends between sequencing and qRT-PCR in some comparison groups, which may due to their lower number of sequencing reads that are not accurate for expression detection [41]. During early life, ruminants are considered to be monogastrics due to the bypass of milk into abomasum [42]. Less DE miRNAs from D0 to D7 and more DE miRNAs from D7 to D21 in the rumen when compared to other GIT regions may indicate slow rumen development during the first week and an accelerated development in response to a dietary change from milk alone to a diet containing solid food after 2 weeks of age. The highest number of DE miRNAs was identified during the first week after birth (D7 *vs* D0) in mid-jejunum and ileum. During this period intestinal tissues develop rapidly with exposure to many cytokines (IL-6; IL-10), growth factors (insulin-like growth factor) from maternal colostrum [43], and microbial colonization. It is not surprising that the majority of temporally DE miRNAs found in the small intestine have putative target genes involved in the development of the mucosal immune functions. For example, miR-211 has predicted targets involved in IL-6 and IL-17 cytokine signaling pathways as well as differentiation of T lymphocytes (Table 1). IL-6 stimulates Th17 T cell differentiation [44] and colonization of germ-free mice with segmented filamentous bacteria increases the number of Th17 cells [8], [45], which produce IL-17 and IL-22 to regulate the microbiota community [46]. Therefore, the detected temporal changes of miR-211 expression in mid-jejunum and ileum (Table S2) may be driven by the bacterial colonization and may be a key link between the gut microbiota and mucosal immune system development. Similarly, temporally DE miRNAs, miR-146, miR-191, miR-33, miR-7, miR-99/100, miR-486, and miR-145 may target genes that accelerate gut tissue and immune system development. The functions of miR-7 were predicted to be associated with differentiation of muscle cells (Table 1), which indicates the fast growth of muscle layers in GIT during the early life of calves. The miR-486 targets genes that mainly regulate development of fibroblast cells (Table 1), which are the most common cells in the connective tissue in the gut. Functional analysis illustrated that miR-191, miR-33, miR-99/100, and miR-145 were mainly related to differentiation of leukocytes including lymphocytes. A recent study reported that miR-99/100 targets mammalian target of rapamycin [47], and blocks the development and function of Tregs [48]. Another temporally DE miRNA, miR-146, was predicted to have multiple functions that involve in the gut connective tissue and epithelial cells development, T cell immune response and the function of dendritic cells (Table 1). The expression of miR-146 can be induced by TLR activation and it was validated to regulate TLR signaling pathways that can recognize MAMPs and play a critical role in innate immune responses [20]. The differential expression of miR-146 detected in this study indicates that gut immune system development was triggered by microbial colonization, and miR-146 may be a mediator regulating this process. This evidence supports our hypothesis that temporally DE miRNAs play a role in regulating the development of the gut mucosal immune system during early life. It is important to mention that the temporal effect in the present study is confounded by calf age/growth, gut microbial colonization, and calf diet. From D0 to D7 GIT tissues were exposed to maternal colostrum, milk, and microbial colonization, while from D14, a calf dietary supplement was introduced. Therefore, future studies that eliminate the confounding effects of diet by feeding animals only milk throughout the first 6 weeks of life, may provide a better understanding of the effect of microbial colonization on miRNAs expression in the GIT.

The DE miRNAs detected in different gut regions suggest that miRNAs may play a role in regulating the regional differentiation of the GIT. Therefore, it is important to determine if regional differences in miRNA expression reflect programmed developmental changes or differences in responses to the local microbiota. The miR-192/215 family was highly expressed in the small intestine of calves compared to the rumen during the first 6 weeks (Figure 5). The miR-192/215 family mainly targets mRNA of Runt-related transcription factor 1 (RUNX1) required for the generation of HSCs in mouse embryo, and plays a role in regulating the differentiation of hematopoietic cell lineages in adult mice [49], [50]. However, the role of RUNX1 in gut development is unclear. Functional analysis showed that mir-192/215 may be related to differentiation of leukocytes and the development of lymphoid tissues (Table 1). The small intestine contains gut-associated lymphoid tissues (GALTs) rich in leukocytes, which are not found in the rumen [51]. Higher expression levels of miR-192/215 family suggest an active modulation of leukocytes and lymphoid tissue development in mid-jejunum and ileum compared to the rumen. The expression of miR-194, which was predicted to repress induction and formation of mast cells (Table 1), was also higher in the small intestine compared to that in the rumen (Figure 5). Mast cells may disrupt the intestinal barrier during enteric nematode infection [52], and our results suggest that miR-194 may prevent the dysfunction of the mucosal barrier during the early life of calves [53]. MiR-205, which was highly expressed in the rumen (Figure 5), may regulate proliferation of cells for the development of rumen during early life. MiR-196 family was only detected in the ileum (Figure 5), and its expression varied over time (Table S2). This miRNA family regulates the proliferation of lymphatic endothelial cells (Table 1) by targeting endothelin receptor type B, insulin-like growth factor 1 and sprouty-related EVH1 domain-containing protein 1. Ileum is a major site for GALT development since it contains the continuous Peyer's patches (PPs) [54]. Thus it may not be surprising to observe high and regional-specific expression of miR-196 in the ileum during early life. Further studies are required to determine if miR-196 expression is associated with GALT, such as PPs and mesenteric lymph nodes. Investigations using the bovine fetus will also be important to further define what factors regulate miR-196 expression since GALT development is initiated during the second trimester of fetal development in the absence of the microbiome.

Previous studies revealed that colonization of GF mice with bacteria modulates host gene expression via miRNAs [22]. The exposure of newborn mammals to microbes stimulates developmental changes in the host immune system [55], and miRNAs may mediate such host microbial interaction [56]. The observed correlations between expression of miRNAs and density of total bacteria, *Lactobacillus* spp., and *Bifidobacterium* spp. suggest that miRNAs may also be involved in host-microbial cross talk through regulation of mRNA expression in response to changes in the number and composition of the microbial population. Higher numbers of miRNAs were correlated with the copy numbers of total bacteria, *Bifidobacterium* and *Lactobacillus* spp. at D21 (Figure 6), indicating that microbial population changes in response to the diet may influence the expression of miRNAs. It is known that diet can alter the composition of gut microbiota [57]. In our study, calf starter was introduced to the diet from D14 onwards. Therefore, the diet of D21 calves (milk and calf starter) was different from D7 calves (milk only). These changes in diet were associated with an altered density and composition of *Bifidobacterium* and *Lactobacillus* spp. in D21 and D42 calves(data not shown). Both *Bifidobacterium* and *Lactobacillus* spp. are beneficial commensal bacteria that stimulate host innate immune responses [58] and widely use as probiotics [59]. The expression of some miRNAs such as miR-29, miR-196 and miR-15/16 families were significantly correlated with the number of *Bifidobacterium* and *Lactobacillus* spp. in different ages of calves, revealing a potentially fundamental regulatory mechanisms by which probiotics have an effect. The main function of the miR-29 family is related to dendritic cells (DCs) maturation, the miR-196 family is involved in lymphangiogenesis, and the miR-15/16 family is involved in leukocytes differentiation. The DC maturation and leukocyte differentiation respond to probiotics treatment in the human gut [60]. Therefore, miRNAs may mediate host-microbial interaction during microbial colonization by responding to changes (density, composition or the presence) in microbiome, including *Bifidobacterium* or *Lactobacillus* spp. Our correlation analysis revealed an association between the expression of miR-129 and the total bacterial population in the rumen. Based on functional analysis, miR-129 was predicted to be involved in development of digestive system (Table 1) which suggests that miR-129 may regulate rumen development in response to the increasing bacterial population. Further studies on miRNA expression changes in relation to the host transcriptome and gut microbiome (metagenome and metatranscriptome) needs to be done to provide further evidence for the identified miRNAs playing an important role in mediating host-microbial interactions.

## Conclusions

This is the first study to profile miRNA expression throughout the bovine GIT during the immediate postnatal period of dairy calves. The present study revealed temporal and regional differences in miRNA expression. Based on the predicted targets of DE miRNAs, their functions are mainly involved in mucosal immune system development in the small intestine. Some of the abundant miRNAs, temporally DE miRNAs, regionally DE miRNAs, and miRNAs which are associated with bacterial density were predicted to have functions such as gut tissue development and immune system development through the development of GIT. Significant correlations between miRNAs and the abundance of gut bacteria suggest that miRNAs may provide a mechanism to respond to microbial colonization and regulate the development of the host mucosal immune system. The extensive small RNA sequencing dataset of bovine GIT tissues generated in the present study provides baseline data for future studies on GIT development and host-microbial interactions. Further studies to correlate miRNA expression and transcriptome of the same tissue are in progress and will provide direct evidences on how miRNA and mRNA expressions are integrated to mediate host-microbial interactions. Moreover, future studies are required to determine to what extent these changes are directly influenced by factors such as microbiota, age, and diet.

## Supporting Information

Figure S1 **Distribution of sequencing read length.**
(PDF) Click here for additional data file.

Table S1 **Identification of Novel miRNAs. The sequences of novel miRNAs identified from bovine gut were listed.**
(XLSX) Click here for additional data file.

Table S2 **Temporally DE miRNAs list. All temporally DE miRNAs identified in different tissues were listed.**
(XLSX) Click here for additional data file.

Table S3 **Regionally DE miRNAs list. All Regionally DE miRNAs identified in different tissues were listed.**
(XLSX) Click here for additional data file.

Table S4 **IPA functions of miRNAs selected for further analysis. A total of 47 miRNAs that belonged to 33 families were selected, and their predicted significant IPA function categories were listed.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

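The authors removed reads of low quality with CASAVA, trimmed the adaptor, kept reads of miRNA length and removed reads of other non-coding RNAs in Rfam. They counted reads on miRBase precursors with the quantifier of miRDeep2. They identified unannotated miRNAs with miRDeep2 and deposited CPM with 2 decimals for 1010 miRNAs in 63 libraries. Nothing upstream of these CPM values was recomputed. The values were read as CPM because every library sums to 1000000. The genome build of the unannotated miRNAs was not stated in the paper or the sample descriptions that were searched, so no coordinates were used.

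Depth was estimated per library as 1000000 divided by the smallest CPM step, tested on values up to 20 steps with a tolerance of 0.02 of a step. On 20 simulated libraries the largest error of this estimate was 0.008%. Between 77.0% and 90.6% of the low values were whole multiples of the step. Read counts could therefore not be recovered exactly, and no count test was run. The floor of 3 reads was 1.05 to 9.46 CPM and covers counting error only. The 6 libraries under 0.5 M reads were kept.

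The design fixed before the data were opened named edgeR, which the authors used. It was not used because its input must be read counts, and limma was used in its place. The test was lmFit and eBayes of limma 3.58.1 in R 4.3.3 with an intensity trend on log2(CPM + 1), two-sided, with Benjamini-Hochberg FDR within each comparison. A miRNA was tested with more than 5 CPM in at least 0.5 of the compared libraries. DE means FDR < 0.05 and a ratio of arithmetic mean CPM above 1.5. The interaction of region and age (D7 vs D0) used FDR < 0.05 alone. Tables and permutation tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

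The procedure was tested on simulated data with 100 miRNAs changed 3-fold in 10 simulations. It recovered 88.0% of them in the design of ileum D7 vs D0 (false calls 3.45%) and 98.4% with 6 libraries per group (false calls 5.15%). In 20 simulations without changes it made 0 calls. Each miRNA varied independently between the simulated libraries, and equal numbers of miRNAs rose and fell where changes were set. The simulated libraries held no shift of composition and no library that stood apart. These rates therefore may not hold for the real comparisons that show such features.

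Named miRNAs are those that the paper names in its results or its figures, in the comparisons it names them for. Added to these are, per comparison, the DE miRNA with the largest increase and that with the largest decrease among those with every library of a group above every library of the other. For the interactions the 3 miRNAs with the smallest FDR were taken. Of 117 pairs of a named miRNA and a comparison, 105 could be tested.

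Alternatives fixed in advance were no CPM filter, no fold change rule, all 12 groups in 1 fit, replicate number as block (a fixed effect of the fit), each library left out in turn, other read thresholds for detection, and other ways of averaging shares. The replicate block is taken from the labels, and same-numbered libraries of different regions had a mean r of 0.0656 against -0.0146 for others. With this block 17 miRNAs were DE in rumen from D0 to D7. Alternatives added later were pseudocounts of 0.1 and 5, median-ratio scaling between libraries, the limma log2 fold change in the 1.5-fold rule and a fit without the intensity trend. The TMM scaling, DESeq2 and the edgeR exact test were not used because they need counts. Seed families, target predictions, pathway results and qRT-PCR values were not analysed here.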

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

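Of the tests in this part, those of D42 ileum RNA in a library, of a D0 ileum library under another label, of depth behind far values and of reads shared within the miR-378 family were chosen only after results were seen.

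A value was called far when it lay outside the other libraries of its group by a Dixon test that picks about 1 in 20 groups by chance. In 101 groups tested 10 were found, where about 5 would come by chance. Of the 9 CPM values among them, 1 lay in the library of lowest depth of its group (exact one-sided binomial p 0.806), which with so few values does not exclude sequencing depth. That value was miR-196b in ileum D21 library 5, at 457879 reads. The mid-jejunum D42 library 5 held 351829 reads against 857154 to 1024867 in the others of its group, and low values in it carry the largest counting error of that group.

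The mid-jejunum D42 library 4 held 3 of the far values. Its miR-194 was 4098 CPM against 13768 to 18947 in the other 5 libraries. Its miR-196a was 221 CPM against 0 to 4.88, and its miR-196b was 727 CPM against 0 to 3.07. Over 63 miRNAs that differ between mid-jejunum (0) and ileum (1), it lay at 0.573, while the other mid-jejunum libraries of D42 lay at -0.179 to 0.166. A mixed or mislabelled library may therefore explain the values. Simple mixing with RNA of the D42 ileum is excluded, because its miR-196b level would need a share of 4.55 of ileum RNA. Shares above 1 were also needed for miR-196a (1.38), miR-31 (1.02) and miR-215 (1.39), so these miRNAs lay at or beyond the ileum level. Between the ileum libraries of D42 (0) and D0 (1) it lay at 0.732, outside the range of the other mid-jejunum libraries of D42 (-0.174 to 0.124). The D0 ileum libraries lay at 1.22, 1.08 and 0.522, the lowest being the third one, which itself stands apart, and without it 0.732 lies outside their range. Its mean correlation was 0.976 with the D0 ileum libraries and 0.948 with its own group. The correlation with D0 ileum was the highest of all 12 groups, with D21 ileum next (0.957). This goes with a D0 ileum library under a D42 mid-jejunum label. The position of 0.732, below 1.22 and 1.08, goes against it, so such a label was not settled. A calf or a tissue piece that differed from the others was not excluded, so a biological origin stays open.

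The other far values were miR-146b at 418 CPM in mid-jejunum D21 library 1 (others 75.2 to 107) and miR-215 at 29919 CPM in ileum D7 library 4 (others 5435 to 13080). Further ones were miR-143 at 400982 CPM in ileum D21 library 6 (others 282667 to 315432) and miR-196b at 192 CPM in ileum D21 library 5 (others 263 to 303). MiR-211 was at 54.6 CPM in ileum D7 library 6 (others 29.0 to 34.5) and at 78.8 CPM in ileum D21 library 2 (others 27.3 to 38.8). Each rests on a single calf, so a technical origin such as the tissue piece taken and a difference between calves remain open. Over all 101 groups 10 far values were found and about 5 would come by chance, so single ones among them may come from chance.

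The change from D0 to D7 differed between rumen and mid-jejunum for 80 miRNAs, between rumen and ileum for 19 and between mid-jejunum and ileum for 99. When the calves were split at random between the ages, keeping the libraries of a calf together, only the real split (1 of the 84) gave as many in each of the 3 interactions. The difference of the changes (log2) was -3.89 for miR-gx204 (SE 0.39, FDR 6.30e-07), -3.17 for miR-150 (SE 0.38, FDR 6.62e-06) and -2.63 for miR-33b (SE 0.38, FDR 5.90e-05) between rumen and mid-jejunum. It was -5.01 for miR-378b (SE 0.65, FDR 3.58e-05), -2.43 for miR-191 (SE 0.43, FDR 0.00143) and -2.83 for miR-425-3p (SE 0.51, FDR 0.00144) between rumen and ileum. It was -3.53 for miR-378b (SE 0.50, FDR 5.41e-05), 3.86 for miR-gx107 (SE 0.53, FDR 5.41e-05) and -3.18 for miR-146b (SE 0.47, FDR 7.07e-05) between mid-jejunum and ileum. With replicate as block, a pairing taken from the labels, 85, 23 and 91 miRNAs were found, and same-numbered libraries of different regions had a mean r of 0.0656.

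Composition could produce part of these interactions, since the median log2 fold change from D0 to D7 was 0.63 in mid-jejunum, -0.03 in rumen and 0.05 in ileum. Median-ratio scaling gave 47, 48 and 71 miRNAs, lower than 80 and 99 in 2 interactions and higher than 19 between rumen and ileum. Under scaling the differences named above kept their sign, at -3.30 for miR-gx204, -2.60 for miR-150, -2.09 for miR-33b, -2.34 for miR-191, -2.75 for miR-425-3p, 3.37 for miR-gx107 and -3.71 for miR-146b. D0 pieces were processed with gut contents and later ones were not, in all 3 regions, and this was not tested. A difference between the regions in early development therefore remains a hypothesis.

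MiR-378b averaged 298 CPM in the ileum at D7 (SD 133, range 147 to 516, n = 6), while the other 57 libraries averaged 20.4 CPM with a maximum of 55.1. Reads shared with other members of the miR-378 family were not excluded. The log2 ratio of mean CPM from D0 to D7 was -0.95 for miR-378 and -0.26 for miR-378c, against 4.81 for miR-378b. The family did not rise as a whole, but reads moved from miR-378 to miR-378b could also lower miR-378. Scaling changed the interaction of miR-378b from -5.01 to -4.94 between rumen and ileum and from -3.53 to -4.03 between mid-jejunum and ileum. A shared handling of the 6 libraries of this group could not be tested directly, since no batch is named. From D7 to D21 only 4 of 279 tested ileum miRNAs were DE, which argues against handling that changed many miRNAs strongly. Against D0, whose pieces were processed with gut contents, 67 of 270 were DE. Handling that moved few miRNAs was not excluded, so a burst in the ileum at D7 remains a hypothesis beside it.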

How the results depend on the processing

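The alternatives with pseudocounts, median-ratio scaling, the limma fold change or no intensity trend, and the tests that use them, were chosen only after results were seen. All other alternatives, the DE rule and the miRNAs named from the paper were set before the data were examined. MiRNAs named for the largest change or the smallest interaction FDR were picked by rule from the results. TMM, DESeq2, the edgeR exact test and the edgeR log2 fold change were not run because the values are CPM. Counts are of DE miRNAs, and the cause was not tested for any result that moved.

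For the counts, sets and shares, leaving out each library moved 49 values and left 230. The other alternatives set in advance moved 31 and left 116, and the added ones moved 11 and left 136. For single miRNAs, apart from leaving out libraries, 363 values stayed, 11 newly passed FDR 0.05, 12 no longer passed it and 1 reversed sign under alternatives set in advance. Under the added ones 504 stayed, 9 newly passed, 2 no longer passed and 1 reversed. The reversed ones were near 0 without the alternative: miR-191 in mid-jejunum from D0 to D7 (0.0021 with the replicate block, -0.01 without it and -0.68 after scaling) and miR-145 in ileum from D21 to D42 (-0.13 after scaling, 0.01 without it).

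All 12 groups in 1 fit: rumen D21 vs D7 gave 36 (0 otherwise, 52 at unadjusted p < 0.05) and rumen D42 vs D21 gave 14 (0 otherwise, 43 at unadjusted p < 0.05). Mid-jejunum D21 vs D7 gave 0, with 33 at unadjusted p < 0.05 in its own fit. Ileum D21 vs D7 gave 10 and ileum D42 vs D21 gave 1. Rumen vs ileum at D0 rose to 101 and mid-jejunum vs ileum at D0 to 65. The interaction of rumen and mid-jejunum fell to 40 and that of rumen and ileum rose to 30. DE at all ages were 73 between rumen and ileum and 17 between mid-jejunum and ileum. Selected were 8 in rumen and 6 in ileum.

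Replicate block: the numbers of the labels were taken as pairs, and same-numbered libraries of different regions had a mean r of 0.0656 against -0.0146 for others. Between ages the block pairs different calves (mean r -0.0192). For D7 vs D0 it leaves the D7 libraries without a same-numbered D0 library out of the difference. Rumen D21 vs D7 gave 23, mid-jejunum D21 vs D7 gave 0, ileum D7 vs D0 gave 28 and ileum D21 vs D7 gave 9. At D0 rumen vs ileum gave 56 and mid-jejunum vs ileum gave 6. DE at all ages were 46 between rumen and ileum and 5 between mid-jejunum and ileum. Selected in rumen were 4.

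No CPM filter: mid-jejunum D21 vs D7 gave 1 and D42 vs D21 gave 14, rumen vs ileum at D0 gave 12, and the interaction of rumen and ileum gave 11. DE at all ages between rumen and ileum were 12 and selected in mid-jejunum were 11. Using only D7, D21 and D42, DE at all ages were 111 between rumen and ileum and 68 between mid-jejunum and ileum. With at least 1 read, 516 known miRNAs were detected in ileum.

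Median-ratio scaling: rumen D21 vs D7 gave 32, mid-jejunum D7 vs D0 gave 92, D21 vs D7 gave 0 and D42 vs D21 gave 14, and ileum D21 vs D7 gave 7. The interaction of rumen and mid-jejunum gave 47 and that of rumen and ileum 48. Selected were 3 in rumen and 11 in mid-jejunum. With a pseudocount of 0.1 rumen D21 vs D7 gave 3, and without the intensity trend it gave 5.

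Each library left out in turn: rumen gave 2 to 17 (D7 vs D0), 0 to 44 (D21 vs D7) and 0 to 8 (D42 vs D21). Mid-jejunum gave 126 to 155, 1 to 5 and 2 to 43. Ileum gave 43 to 124, 2 to 9 and 0 to 1. Rumen vs mid-jejunum gave 130 to 155, 166 to 177, 119 to 146 and 86 to 115 from D0 to D42. Rumen vs ileum gave 8 to 53, 172 to 181, 144 to 169 and 143 to 173. Mid-jejunum vs ileum gave 5 to 125, 116 to 130, 120 to 128 and 96 to 120. The interactions gave 47 to 87, 4 to 68 and 45 to 135. Of 74 named DE calls, 51 were tested and DE in every such fit. A further 18, of miR-205, miR-196a and miR-196b, were DE where tested but fell under the CPM filter in some fits.

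Depth limits the results that rest on low values. In the 6 libraries under 0.5 M reads, 3 reads were worth up to 9.46 CPM, above the filter of 5 CPM.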

Differences from the paper's values

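The tests with median-ratio scaling, pseudocounts and no intensity trend were chosen only after results were seen. A count is said to reach the paper's when it lies within 1.5-fold of it, a share when it lies within 1.5-fold or within the SD of the libraries, and a log2 ratio when it lies within the SE of the present ratio. Alternatives set before the data were examined are called set in advance.

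For rumen D7 vs D0 the paper lists 29 DE miRNAs and 12 were found here, and no alternative reached the paper's count. For rumen D21 vs D7 the paper lists 33 and 0 were found (52 at unadjusted p < 0.05). Of those set in advance, all 12 groups in 1 fit (36), the replicate block (23) and the fit without rumen D21 library 3 (44) reached it, while no CPM filter, no fold change rule and the other 11 fits without a library did not. Median-ratio scaling (32), chosen after seeing the values, also reached it. The paper's 33 were 15 rising and 18 falling. After scaling 15 rose and 17 fell, and 24 of the 32 were also in the paper's list. With all 12 groups in 1 fit 30 rose and 6 fell, with the block 19 and 4, and without rumen D21 library 3 40 and 4. These fits reached the paper's total but not its directions. Same-numbered libraries of different ages had a mean r of -0.0192, and the block is taken from the labels. Between ages it pairs different calves, so reaching the paper's count with it carries little weight. For rumen D42 vs D21 the paper lists 1 and 0 were found (43 at unadjusted p < 0.05), and no alternative reached it.

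For mid-jejunum D7 vs D0 the paper lists 96 and 145 were found. All 12 groups in 1 fit (123), the replicate block (133) and the fits without mid-jejunum D0 library 1 (126), D7 library 3 (140.0), D7 library 5 (138) or D7 library 6 (143) reached it, while the other alternatives set in advance did not. Median-ratio scaling (92) and a pseudocount of 0.1 (144), both chosen after seeing the values, reached it. The counts of 140.0, 143 and 144 lie close to 145, so they passed the 1.5-fold rule with little change. The paper lists 49 rising and 47 falling, against 128 and 17 here and 44 and 48 after scaling. Of the 145, 59 were in the paper's list, and of the 92 after scaling 83 were. Over the paper's listed miRNAs the present log2 ratios differed from its own by a median of 0.631 (median absolute deviation 0.030). This is a nearly common offset, of the kind that scaling between libraries changes. For mid-jejunum D21 vs D7 the paper lists 10 and 2 were found, and no alternative reached it. For ileum D21 vs D7 the paper lists 14 and 4 were found, and of those set in advance only all 12 groups in 1 fit (10) reached it. For ileum D42 vs D21 the paper lists 2 and 0 were found (30 at unadjusted p < 0.05), and no alternative reached it.

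At D0 the paper lists 70 DE miRNAs between rumen and mid-jejunum and 167 were found, and no alternative reached it. Between rumen and ileum the paper lists 114 and 31 were found, and of those set in advance only all 12 groups in 1 fit (101) reached it. Between mid-jejunum and ileum the paper lists 36 and 15 were found, and no alternative reached it.

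Selected miRNAs in rumen were 8 in the paper and 0 here, and in ileum 6 in the paper and 2 here. Of those set in advance only all 12 groups in 1 fit (8 and 6) reached these. The paper words its common regional miRNAs as those of all 3 stages without naming these, while 4 ages were compared, and the sets here are of all 4. Between rumen and mid-jejunum they were 45 in the paper and 69 here. No CPM filter (60.0), all 12 groups in 1 fit (66) and the replicate block (67) reached it, the other alternatives set in advance did not, and the fit without intensity trend (66), chosen after seeing the values, did. Between rumen and ileum they were 87 in the paper and 28 here, and of those set in advance the ages D7, D21 and D42 only (111) and all 12 groups in 1 fit (73) reached it. Between mid-jejunum and ileum they were 18 in the paper and 8 here, and only all 12 groups in 1 fit (17) reached it.

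Reads on unannotated miRNAs were 0.9 M in the paper and 0.0634 M here, with no alternative to try. The share of miR-10a in ileum was 12% in the paper and 7.36% here, and neither the mean of the libraries (7.56%) nor leaving out D0 (7.85%) reached it. The share of miR-10b was 8% in the paper and 12.4% here. Both the mean of the libraries (12.0%) and leaving out D0 (11.1%) fell within the 1.5-fold rule, but they changed the share little. MiR-10b stayed above miR-10a in 21 of 21 ileum libraries, the reverse of the paper's order. With the 2 names exchanged, the present 12.4% and 7.36% would lie near the paper's 12% and 8%. Whether the names were exchanged in either source was not tested.

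Of 100 log2 ratios of mean CPM compared, 27 differed. The filter, the fold change rule, the block and all 12 groups in 1 fit do not change a ratio of means, so they reached none. Of those set in advance only leaving out a library could change it, which reached 13 of the 27. Median-ratio scaling, chosen after seeing the values, reached 20 of the 27. Each DE miRNA in a comparison was also counted as an entry. Of the paper's 306 temporal entries, 142 were DE here and 205 after scaling. Of its 1665 regional entries, 1314 were DE here and 1396 after scaling.

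In mid-jejunum from D0 to D7 the paper's and present log2 ratios were -1.49 and -0.95 for miR-146b, -0.64 and -0.0266 for miR-191, -0.83 and -0.27 for miR-211, and 1.68 and 2.31 for miR-33b. They were -1.12 and -0.53 for miR-486, -0.97 and -0.37 for miR-7, and -2.41 and -1.80 for miR-99a-5p (paper first). Leaving out D0 library 2 or 3 or D7 library 4 or 6 reached the paper's value for miR-146b, and no fit without a library did for the other 6. Scaling, chosen after seeing the values, gave -1.71, -0.73, -0.97, 1.60, -1.22, -1.10 and -2.49 in the same order and reached all 7.

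For rumen against mid-jejunum at D0 the paper's and present values were -8.34 and -7.83 for miR-192, -8.84 and -8.06 for miR-194, -8.14 and -5.77 for miR-196a, 13.10 and 12.09 for miR-205, and -12.00 and -10.63 for miR-215. Without mid-jejunum D0 library 2 miR-205 reached the paper's value, and scaling, chosen after seeing the values, reached it for miR-194 (-8.73). No alternative did for miR-192, miR-196a and miR-215. At D21 miR-31 was 1.24 in the paper and 1.85 here, reached without rumen D21 library 6 and by scaling (1.38), chosen after seeing the values.

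For rumen against ileum the paper's and present values were -6.24 and -6.04 for miR-194 at D21, -5.90 and -6.26 for miR-192 at D42, -5.88 and -6.34 for miR-194 at D42, and -9.56 and -11.42 for miR-196a at D42. The first was reached without rumen D21 library 4 or 6 or ileum D21 library 1, 2, 3 or 5. The next was reached without rumen D42 library 1 or 6 or ileum D42 library 2, 5 or 6, and the other two by no fit without a library. Scaling, chosen after seeing the values, reached all 4 (-6.25, -5.99, -6.03 and -10.36).

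For mid-jejunum against ileum at D0 the paper's and present values were 1.78 and 1.14 for miR-192, 2.28 and 1.62 for miR-194, -4.57 and -5.32 for miR-196a, 4.86 and 2.74 for miR-215, and 6.23 and 5.68 for miR-31. Without ileum D0 library 3 all but miR-196a reached the paper's value, and miR-196a did without mid-jejunum D0 library 1 or ileum D0 library 2. Scaling, chosen after seeing the values, reached all (1.59, 2.04, -4.73 and 6.13) but miR-215. MiR-194 was 2.55 in the paper and 2.31 here at D7, reached without mid-jejunum D7 library 1 or 6 or ileum D7 library 4 or 6. It was 1.87 in the paper and 1.77 here at D21, reached without library 3 or 6 of mid-jejunum or library 4 or 6 of ileum. Scaling, chosen after seeing the values, reached both (2.33 and 1.79).

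At D42 miR-192 was 1.24 in the paper and 0.93 here for mid-jejunum against ileum, reached without mid-jejunum D42 library 4 or ileum D42 library 2, 5 or 6 and by scaling (1.23), chosen after seeing the values. MiR-196a was -4.08 in the paper and -2.08 here, and miR-196b -4.18 in the paper and -0.39 here, and no alternative reached these. Leaving out libraries gave -6.85 to -1.81 and -6.86 to -0.12.

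Some rankings also differ. The paper ranks D21 vs D7 as the richest comparison in rumen, where here D7 vs D0 had more DE miRNAs (12 against 0, with 52 at unadjusted p < 0.05 for D21 vs D7). By total counts alone, the paper's order was reached with all 12 groups in 1 fit (36 against 17) and with the replicate block (23 against 17), both set in advance. Median-ratio scaling (32 against 17), chosen after seeing the values, reached it too. It finds more DE miRNAs for rumen against either other region than between mid-jejunum and ileum at every age, where at D42 rumen against mid-jejunum gave 106 and mid-jejunum against ileum 124. The paper's order was reached without ileum D42 library 1 (96), 3 (103) or 4 (98), set in advance, and by median-ratio scaling (118 against 100.0), chosen after seeing the values. Other alternatives set in advance broke this order at other ages. Without ileum D0 library 3, mid-jejunum against ileum gave 125 at D0 and rumen against ileum 53. With no fold change rule, mid-jejunum against ileum gave 149 at D21 and rumen against mid-jejunum 140. The paper ranks miR-10a above miR-10b in ileum, where miR-10b was higher in 21 of 21 libraries. It places the top 10 miRNAs above 80% of reads in every region, where ileum had 79.5%. It describes miR-205 as undetected in mid-jejunum and the miR-196 family as confined to ileum, where in mid-jejunum miR-205 was above 0 in 11 of 21 libraries and miR-196b in 15 of 21. The pooled reads were 33.0 for miR-205, 726 for miR-196b and 283 for miR-196a, all above the 20 used here for detection. At least 3 reads were held by 4, 7 and 9 libraries, and a single library held miR-196b at 727 CPM.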

Other observations

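Of the tests in this part, those of the third D0 ileum library, of composition in mid-jejunum from D0 to D7, of the 10 most abundant miRNAs, of depth in rumen and of subsets of libraries behind Table S3 were chosen only after results were seen.

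Each DE count was compared with counts from other splits of the same libraries. For D7 vs D0 only the real split, 1 of the 84, gave as many in rumen, mid-jejunum and ileum, and so did 1 of the 8 splits that part as many same-numbered libraries, a share that cannot fall under 0.05 with 8 splits. For D42 vs D21 in mid-jejunum it was 1 of 100 drawn splits (1 of the 32 with as many same-numbered libraries parted), and for D21 vs D7 in ileum 3 of 100 (1 of the 32). For D21 vs D7 in mid-jejunum 5 of 100 splits gave as many (5 of the 32), so the 2 DE miRNAs there may come from chance. The counts of 0 in rumen from D7 to D21 and D21 to D42 and in ileum from D21 to D42 were reached by 100 of 100 splits, with 52, 43 and 30 miRNAs at unadjusted p < 0.05. For the regions at D7, D21 and D42, only 1 of the 32 splits that part the 2 libraries of each calf gave as many DE miRNAs. At D0 the real split was 1 of the 4, and with 4 splits this share cannot fall under 0.05.

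In rumen from D21 to D42 the split with the most DE miRNAs of the 32 gave 54, where the ages gave 0 (43 at unadjusted p < 0.05). Its depth was looked at afterwards: 1 side held the 3 libraries of lowest depth, but the ranges overlap (1104761 to 2848837 and 317114 to 1639343 reads). The largest split in mid-jejunum from D7 to D21 gave 34, with overlapping depths too (1193410 to 1870933 and 1073788 to 1995847 reads). Each split was picked for its DE count, and its depths overlap, so neither split alone shows a grouping by depth. Rumen libraries of the same age differed in miR-205 and miR-31 with depth. Within rumen groups, log2 CPM of miR-205 fell with log2 depth (r -0.854, permutation p 1e-05, rho -0.838, p 1e-05, n = 21). The smallest p possible was 1e-05. Without the 2 farthest libraries r was -0.847, and the adjusted p among 8 relations was 2.67e-05. For miR-31 r was -0.856 (p 6e-05, rho -0.813, p 5e-05, -0.886 without the 2 farthest, adjusted p 0.00012). MiR-143 reads enter both depth and CPM. Without them r for miR-205 was still -0.625 (p 0.00408, rho -0.551, p 0.0195, -0.564 without the 2 farthest, adjusted p 0.00408 among 2 relations), so miR-143 alone does not account for it. MiR-143 itself rose with depth (r 0.929, p 1e-05, rho 0.951, p 1e-05, 0.931 without the 2 farthest, adjusted p 2.67e-05). Of 4 muscle miRNAs, miR-133a (r 0.858, p 1e-05, rho 0.852, p 1e-05, 0.812 without the 2 farthest, adjusted p 2.67e-05) and miR-1 (r 0.852, p 0.00137, rho 0.709, p 0.0024, 0.743, adjusted p 0.00219) rose with depth too. MiR-133b did so weakly (r 0.481, p 0.0448, rho 0.392, p 0.0789, 0.367, adjusted p 0.0512), and miR-145 did not (r -0.0347, p 0.872, rho -0.0195, p 0.939, 0.170, adjusted p 0.872). A larger share of muscle in the deeper libraries could therefore go with less miR-205 and miR-31, and depth itself could too. The values do not separate a technical from a biological origin.

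Composition may shape the direction of the DE counts. Between rumen and mid-jejunum at D0 the median log2 fold change over tested miRNAs was 0.69, and 78.4% of the DE miRNAs were higher in rumen. The 10 most abundant miRNAs of these libraries held 77.3% of the reads in rumen and 85.9% in mid-jejunum, so that all other miRNAs together were higher by 0.69 in rumen. In mid-jejunum from D0 to D7 the median was 0.63, and 88.3% of the DE miRNAs rose. There the share of the 10 most abundant miRNAs went from 85.6% to 82.1%, with the others together higher by 0.31. Shares sum to 1, so both values restate the change and do not assign it to these 10. Median-ratio scaling centres the fold changes and gave 54.9% and 47.8%, which is not a test of the cause. Whether the remaining rise is biological was not tested.

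The third D0 ileum library stood apart from the other 2. Leaving it out raised the DE counts of ileum D7 vs D0 from 67 to 124 and of mid-jejunum vs ileum at D0 from 15 to 125. Its miR-215 was 45501 CPM against 2607 and 2503, and its miR-145 was 346 CPM against 5118 and 1222. Over 4 muscle miRNAs its median log2 difference was -2.78, at the percentile 0 of 10000 expression-matched sets. Red cell miRNAs were as low (-2.65, percentile 0.42). Lymphoid miRNAs were higher (1.18, percentile 99.9), apart from miR-150 (-0.34). The epithelial set was split, with a median of -0.33 (percentile 47.1), miR-215 at 4.15, miR-194 at 1.15 and miR-192 at 1.01, and miR-429 at -0.99. A smaller share of muscle layer in the tissue piece could explain the muscle miRNAs, but the difference is not specific to muscle. Its nearest group was D21 ileum (mean r 0.977, own group 0.941), which goes with a label from another age. Its position between D42 (0) and D0 (1) ileum was 0.522, outside the D42 libraries (-0.199 to 0.148) and below the other D0 libraries (1.08 and 1.22). All D0 ileum libraries held at most 21138 CPM of miR-191 and 266 of miR-146b, and at least 458 of miR-196b. Later ileum libraries held at least 29333 and 477, and at most 329. These 3 miRNAs argue against a later ileum label, which was not settled.

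Muscle miRNAs were also low in the D7 vs D0 change in ileum. Over 3 of them the median log2 fold change was -0.91, at percentile 2.27 of matched sets. MiR-1 (FDR 0.663), miR-133a (FDR 0.239) and miR-145 (FDR 0.160) were each not DE. The red cell miRNAs miR-451 (0.22) and miR-144 (0.75) did not fall. The lymphoid miR-142-5p (1.89, FDR 0.00556), miR-142-3p (2.11, FDR 0.00266) and miR-155 (1.69, FDR 0.00220) rose, and miR-150 (0.90, FDR 0.210) was not DE. Part of the ileum changes may come from the share of muscle layer in the pieces taken, and this was not separated from development.

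Red blood cell RNA was considered as a source of changes of miR-486. Within rumen groups miR-486 had an r of 0.370 with miR-451 and miR-144 (permutation p 0.0423, rho 0.343, p 0.130, n = 21). Without the 2 farthest libraries r was 0.256, and the adjusted p among 3 relations was 0.127. Adjusting for these miRNAs changed the log2 fold change from D21 to D42 from 1.37 to 1.42 and that from D7 to D21 from -1.10 to -0.99. These miRNAs track miR-486 only weakly, so the adjustment does not exclude red cells. Their score changed by -0.13 from D21 to D42 while miR-486 rose by 1.37, which argues against red cells for that rise. From D7 to D21 the score changed by -0.15, against -1.10 for miR-486. From D0 to D7 it changed by -1.66, in the direction of miR-486. The change of miR-486 from D0 to D7 went from -0.75 to 0.99 on adjusting. The score fell by more than miR-486 and the adjustment overshoots, so red cells were not decided for this fall. In rumen from D21 to D42 miR-486 was not DE in the fit of these 2 ages (FDR 0.166) but was with all 12 groups in 1 fit. The spread between calves at D42 (SD 1374 CPM) leaves it open whether this later change is biological. Within ileum groups r was 0.0596 (permutation p 0.848). Adjusting changed miR-486 there from 0.95 to 0.93 (D0 to D7) and from -0.96 to -0.78 (D7 to D21). The score moved the same way (0.49 and -0.75), so red cells were not decided for ileum. In mid-jejunum from D0 to D7 the score rose by 0.99 while miR-486 fell (-0.51), which goes against red cells there.

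Table S3 of the paper holds values for rumen against mid-jejunum at D0 that differ from those of all 6 libraries (median absolute deviation 0.394 around a common offset). Among 49 subsets of these libraries the ratio of rumen library 1 to mid-jejunum library 3 was closest, with a median absolute deviation of 0.0023 over 63 of the 70 miRNAs and an offset of 0.55. For the other pairs of regions at D0 all 6 libraries were closest (0.0586 and 0.0849). The table may thus hold values from fewer libraries than the 3 of each region for this comparison, which is a technical matter.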
